# Cardiac Myocyte *De Novo* DNA Methyltransferases 3a/3b Are Dispensable for Cardiac Function and Remodeling after Chronic Pressure Overload in Mice

**DOI:** 10.1371/journal.pone.0131019

**Published:** 2015-06-22

**Authors:** Thomas G. Nührenberg, Nils Hammann, Tilman Schnick, Sebastian Preißl, Anika Witten, Monika Stoll, Ralf Gilsbach, Franz-Josef Neumann, Lutz Hein

## Abstract

**Background:**

Recent studies reported altered DNA methylation in failing human hearts. This may suggest a role for *de novo* DNA methylation in the development of heart failure. Here, we tested whether cardiomyocyte-specific loss of *de novo* DNA methyltransferases *Dnmt3a* and *Dnmt3b* altered cardiac function and remodeling after chronic left ventricular pressure overload.

**Methods:**

Mice with specific ablation of *Dnmt3a* and *Dnmt3b* expression in cardiomyocytes were generated by crossing floxed *Dnmt3a^fl^* and *Dnmt3b^fl^* alleles with mice expressing Cre recombinase under control of the atrial myosin light chain gene promoter. The efficacy of combined *Dnmt3a/3b* ablation (DKO) was characterized on cardiomyocyte-specific genomic DNA and mRNA levels. Cardiac phenotyping was carried out without (sham) or with left ventricular pressure overload induced by transverse aortic constriction (TAC). Under similar conditions, cardiac genome-wide transcriptional profiling was performed and DNA methylation levels of promoters of differentially regulated genes were assessed by pyrosequencing.

**Results:**

DKO cardiomyocytes showed virtual absence of targeted *Dnmt3a* and *Dnmt3b* mRNA transcripts. Cardiac phenotyping revealed no significant differences between DKO and control mice under sham and TAC conditions. Transcriptome analyses identified upregulation of 44 and downregulation of 9 genes in DKO as compared with control sham mice. TAC mice showed similar changes with substantial overlap of regulated genes compared to sham. Promoters of upregulated genes were largely unmethylated in DKO compared to control mice.

**Conclusion:**

The absence of cardiac pathology in the presence of the predicted molecular phenotype suggests that *de novo* DNA methylation in cardiomyocytes is dispensable for adaptive mechanisms after chronic cardiac pressure overload.

## Introduction

Epigenetic mechanisms have evolved as important regulators of development and disease [1,2]. For long time, DNA methylation was mostly considered to be a stable repressive epigenetic mark in somatic cells. However, now DNA methylation in the CpG context is increasingly being recognized as a highly dynamic process [3]. During development, nearly complete DNA demethylation takes place in the pre-implantation embryo which is followed by progressive remethylation starting at the blastocyst stage [4]. High levels of DNA methylation are characteristic for the establishment of somatic cell types with CpG methylation patterns that are highly specific for each cell type [5]. Inactive genomic regions such as heterochromatin tend to be heavily methylated. With regard to promoter regions, it is well established that promoter CpG methylation leads to potent repression of transcription [6]. In gene bodies, loss of CpG methylation has recently been described to correlate strongly with gene transcription in cardiomyocytes [7]. Compared to the established views, postnatal DNA methylation has increasingly emerged to be a dynamic epigenetic feature. This holds true for the CpG context as well as for non-CpG methylation in highly specialized somatic cell types such as neurons and cardiomyocytes [7,8]. In cardiomyocytes, dynamic CpG methylation was predominantly confined to postnatal development but also occurred in experimental heart failure. In failing cardiomyocytes DNA methylation returned to a fetal methylation pattern [7]. In line with these findings, altered CpG methylation was also observed in human heart failure [9,10]. In hearts from patients with end-stage cardiomyopathy undergoing heart transplantation, intra-genic CpG islands displayed higher methylation levels compared to control. In the *DUX4* gene, which shows increased expression in fascioscapulohumeral muscular dystrophy, a hypermethylated gene body went along with reduced mRNA levels in end-stage failing hearts [10]. Yet, it is currently unclear whether the observed changes in DNA methylation are causally linked to mechanisms involved in the development of heart failure.

5’ cytosine methylation in a CpG context can be established by three different DNA methyltransferases. Among them, DNMT1 is considered to be a *maintenance* methyltransferase, thus conserving CpG methylation patterns during DNA replication. Since cardiomyocytes show low rates of DNA synthesis postnatally [11,12], DNMT1 does not emerge as a key player of the observed hypermethylation. Conversely, DNMT3A and DNMT3B are responsible for *de novo* CpG methylation in the absence of DNA replication. Thus, *de novo* CpG methylation in cardiomyocytes is likely caused by DNMT3A and/or DNMT3B. Yet, a general knock-out of *Dnmt3b* is embryonically lethal and *Dnmt3a* homozygous knockout mice die runted at 3 weeks of age [13]. Therefore, we generated mice with cardiomyocyte-specific deletion of *Dnmt3a* and *Dnmt3b*. To gain insight into the relevance of *de novo* CpG methylation in cardiac hypertrophy and failure, we subjected these mice to left ventricular pressure overload by transverse aortic constriction and analysed cardiac gene expression and DNA methylation.

## Methods

### Animal procedures

All animal procedures were conducted following the Guide for the Care and Use of Laboratory Animals published by the National Academy of Sciences 2011 and were approved by the responsible Committee on the Ethics of Animal Experiments (Regierungspräsidium, Freiburg, Germany, permit number: G12/30). All efforts were made to minimize suffering of the animals. Cardiomyocyte-specific double knockout (DKO) mice lacking the catalytic domains of *Dnmt3a* (exon 18) and *Dnmt3b* (exon 19) were obtained by mating *Dnmt3a* ^*flox*^ and *Dnmt3b* ^*flox*^ mice [14,15] with mice expressing a cre recombinase under control of the cardiac atrial myosin light chain promoter (*Myl7*, MLCCre) [16]. For both floxed alleles, severe DNA hypomethylation upon recombination with TNAP-Cre [14] or adenoviral Cre [15] as well as loss of DNMT3A and DNMT3B protein [15] have been shown. Mice with the genotype *Dnmt3a* ^*flox/flox*^, *Dnmt3b* ^*flox/flox*^ without expressing cre recombinase were used as control mice (CTL). To establish left ventricular pressure overload for 4 weeks, 10–12 week old male mice were anaesthetized with 2% (vol) isoflurane in oxygen and underwent transverse aortic constriction (TAC). After partial thoracotomy limited to the upper 2 ribs, a 7.0 silk suture was pulled tightly around both the aortic arch distal to the brachiocephalic trunk and a 27-G hypodermic needle in order to constrict the transverse aorta in a defined way as described previously [17]. 14–16 week-old mice were weighed, sacrificed and heart and lung tissues were removed and dissected for assessment of ventricular and lung weight, respectively.

### Genotyping

DNA was isolated from tail biopsies [7]. Primers for detection of targeted *Dnmt3a*, *Dnmt3b* alleles and MLCCre by PCR are indicated in S1 Table.

### Echocardiography

To monitor cardiac function, transthoracic echocardiography was performed using a Vivid 7 Dimension imaging system (GE Medical Systems, Munich, Germany) equipped with a 14 MHz scanning head (i13L Probe). During the procedure, mice were anesthetized with 2% (vol) isoflurane in oxygen (0.5 l/min) via a respiratory mask and placed in dorsal position on a 37°C heating plate. Left ventricular wall and chamber dimensions as well as heart rate were measured in the M-Mode. Ejection fraction (EF) was calculated as described previously [18]. In TAC and sham mice, the aortic diameter was assessed before and 2 or 4 weeks after surgery.

### Histology

Dissected heart tissue was fixed in 4% paraformaldehyde in phosphate-buffered saline (Roti-Histofix, Carl Roth, Karlsruhe, Germany) over 24 hours and embedded in paraffine after dehydration. Paraffin blocks were cut into 5 μm slices and stained after rehydration with the Picrosirius-Red method (Sigma-Aldrich, Taufkirchen, Germany) or fluorophore-conjugated wheat germ agglutinin (WGA-Alexa Fluor 488 conjugate, Life Technologies, Karlsruhe, Germany). Picrosirius-red stained ventricular sections served for determination of left ventricular interstitial fibrotic area using AxioVision software (Carl Zeiss, Oberkochen, Germany). WGA-stained sections were used for quantification of cardiomyocyte cross-sectional areas after nuclear counterstaining with DAPI (4’,6 diamidino-2-phenylindole, Life Technologies, Karlsruhe, Germany). In each ventricle, ≥ 50 cardiomyocytes were measured using the AxioVision software. Measurements were limited to cardiomyocytes that were cut perpendicular to their long axis at the level of a centered, round cardiomyocyte nucleus.

### Quantitative real-time PCR (qPCR) and microarray analysis

Total RNA was extracted from snap-frozen left ventricular tissue or from cardiomyocytes directly sorted into RLT buffer (Qiagen, Hilden, Germany) with a column-based RNA isolation kit (RNeasy Mini Kit, Qiagen, Hilden, Germany) following the manufacturer’s protocol for fibrous tissue. The RNA amount was measured with a NanoDrop spectrophotometer (Thermo Scientific, Waltham, United States). 200 ng total RNA was reverse transcribed using the QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany), followed by SYBR-based quantitative real-time PCR. All mRNA expression levels were normalized to ribosomal protein S29 (*Rps29*) copies according to the ∆Ct method [19]. Sequences of gene-specific primer pairs for *Nppa* and *Myh7* are listed in S1 Table. For microarray analyses with Illumina BeadArrays, total RNA was extracted as mentioned above from left ventricular tissue of sham CTL (n = 4) and DKO mice (n = 4) as well as TAC-operated CTL (n = 6) and DKO mice (n = 6). mRNA isolation and preparation of cRNA were conducted as indicated by the manufacturer (Epicentre TargetAmp-Nano Labeling Kit, Biozym Scientific, Hessisch Oldendorf, Germany). After preparation of cRNA, array analyses were carried out at the Core Unit Genomics für Hochdurchsatzgenetik und-genomik of the Medical School Münster (Münster, Germany). For data analysis, Illumina GenomeStudio V2010.3 was used (pFDR < 0.05, fold change > 1.5). All microarray data were deposited at the NCBI database (GEO accession number GSE68518).

### Cell sorting of cardiomyocytes and cardiomyocyte nuclei

Hearts of sacrificed adult male mice were immediately removed *in toto* and digested by retrograde perfusion with 0.8 mg/ml collagenase B (Roche, Mannheim, Germany) and 3 μg/ml trypsin (Sigma-Aldrich, Taufkirchen, Germany) solved in Tyrode’s buffer containing 25 mM butanedione monoxime and 2 mM CaCl_2_. After 12 minutes, the enzymatic digestion was stopped by adding Tyrode’s buffer supplemented with 5% fetal calf serum, 25 mM butanedione monoxime and 2 mM CaCl_2_. During the whole procedure, all solutions and the cell suspension were kept at 37°C. Digested hearts were gently dissected and filtered through a 100 μm cell strainer (BD, Heidelberg, Deutschland). Cells were then washed in phosphate-buffered saline containing 1 mM EDTA and incubated with 7-AAD (Life Technologies, Karlsruhe, Germany). Viable cardiomyocytes, representing the largest cell fraction with simultaneous absence of 7-AAD staining, were sorted with a S3 cell sorter (BioRad, Munich, Germany). Enrichment of cardiac myocytes was confirmed by qPCR for cell type-specific expression marker genes of cardiomyocytes, endothelial cells and fibroblasts. Cardiomyocyte nuclei were isolated from male hearts as described previously [7,20]. Cardiomyocyte nuclei were stained by an antibody directed against PCM-1 (HPA023370, Sigma-Aldrich, Taufkirchen, Germany), followed by an Alexa488-conjugated secondary anti-rabbit antibody (Life Technologies, Karlsruhe, Germany) for 30 min and 7-AAD (1:500, Invitrogen, Karlsruhe, Germany). 7-AAD^+^, Alexa-488^+^ cardiomyocyte nuclei were directly sorted into RLTplus buffer (Qiagen, Hilden, Germany) using the S3 cell sorter.

### Assessment of recombination in cardiomyocyte nuclei

From sorted nuclei, genomic DNA was extracted using the AllPrep DNA/RNA Mini Kit (Qiagen, Hilden, Germany). To evaluate recombination efficiency, qPCR was performed with 2.5 ng of genomic DNA and primers for amplicons spanning exon-intron borders in *Dnmt3a* and *Dnmt3b* genes. *Sry* served as reference gene. The percentage of recombination was calculated using the ∆Ct method [19].

### Pyrosequencing

Pyrosequencing assays were designed with the PyroMark assay design software 2.0 for genes that were 1) upregulated in the array analysis between CTL and DKO mice both under sham and TAC conditions and 2) had highest expression after TAC. The designed assays contained 3–4 single CpGs that are located in the respective promoter regions (TSS ± 500 bp). 100 ng genomic DNA from FACS-sorted cardiomyocyte nuclei was converted by bisulfite using the EZ DNA Methylation Kit (D5001, Zymo Research, Freiburg, Germany). 5–10 ng of bisulfite-converted DNA was then amplified with the PyroMark PCR Kit (Qiagen, Hilden, Germany) in an approach using three primers including a biotinylated universal primer for subsequent streptavidin-based DNA capture [21]. After validation of PCR products by gel electrophoresis, amplicons were pyrosequenced using PyroMark Gold Q24 Reagents (Qiagen, Hilden, Germany) on a PyroMark Q24 instrument [22] and quantified with the PyroMark Q24 software (Qiagen, Hilden, Germany). Primer sequences are listed in S1 Table.

### Statistical Analysis

If not stated otherwise, data are expressed as mean ± standard error of the mean (SEM). For comparison between two groups, Mann-Whitney-U-test was used. For multiple comparisons, Kruskal-Wallis-test with Dunn’s multiple comparison post-hoc test was applied. P values < 0.05 were considered as significant. All statistical analyses except for the Illumina BeadArray analysis were performed with GraphPad Prism version 4.01 (GraphPad Software, San Diego, United States).

## Results

### Cardiomyocyte-specific deletion of *Dnmt3a* and *Dnmt3b*

In a breeding of homozygous floxed *Dnmt3a* ^*fl*^ and *Dnmt3b* ^*fl*^ mice with one paternal MLC2aCre allele, litters contained DKO mice that developed normally and were fertile. The loxP sites in the *Dnmt3a* and *Dnmt3b* genes were located up- and downstream of exon 18 or exon 19, respectively (Fig 1A and 1D). Expression of *Dnmt3a* and *Dnmt3b* showed distinct time courses in embryonic stem cells and in the developing heart (Fig 1B and 1E). Cardiac *Dnmt3a* expression peaked during embryonic development but remained strongly expressed in adult mouse hearts (Fig 1B), whereas *Dnmt3b* was almost exclusively expressed in embryonic stem cells (Fig 1E). The effectiveness of cardiomyocyte-specific ablation of *Dnmt3a* and *Dnmt3b* was determined at multiple levels. In order to validate the deletion of *Dnmt3a* and *Dnmt3b* on the transcriptional level, RNA was extracted from FACS-sorted cardiomyocytes of DKO and control mice. In cardiomyocytes, *Dnmt3a* mRNA levels at the deleted exon 18 were almost completely absent (-94%, p = 0.0004, Fig 1C). In addition, mRNA levels at exons upstream or downstream of the floxed exon 18 were significantly lower as well (Fig 1C). *Dnmt3b* expression in cardiomyocytes was at the lower limit of detection and thus further reduction by cardiomyocyte-specific knockout could not be detected (Fig 1F). In order to assess the frequency of recombination, cardiomyocyte nuclei were isolated and purified by FACS sorting (Fig 2A). After identification by 7-AAD staining (left panel), nuclei were classified into PCM-1^-^ non-myocyte and PCM-1^+^ cardiomyocyte nuclei (middle panel). Purity of sorted cardiomyocyte nuclei was 94.0% ± 0.7%. The recombination frequency in sorted cardiomyocyte nuclei was 78.1% ± 3.9% at exon 18 of *Dnmt3a* and 76.5% ± 1.9% at exon 19 of *Dnmt3b* (Fig 2B).

**Fig 1:**
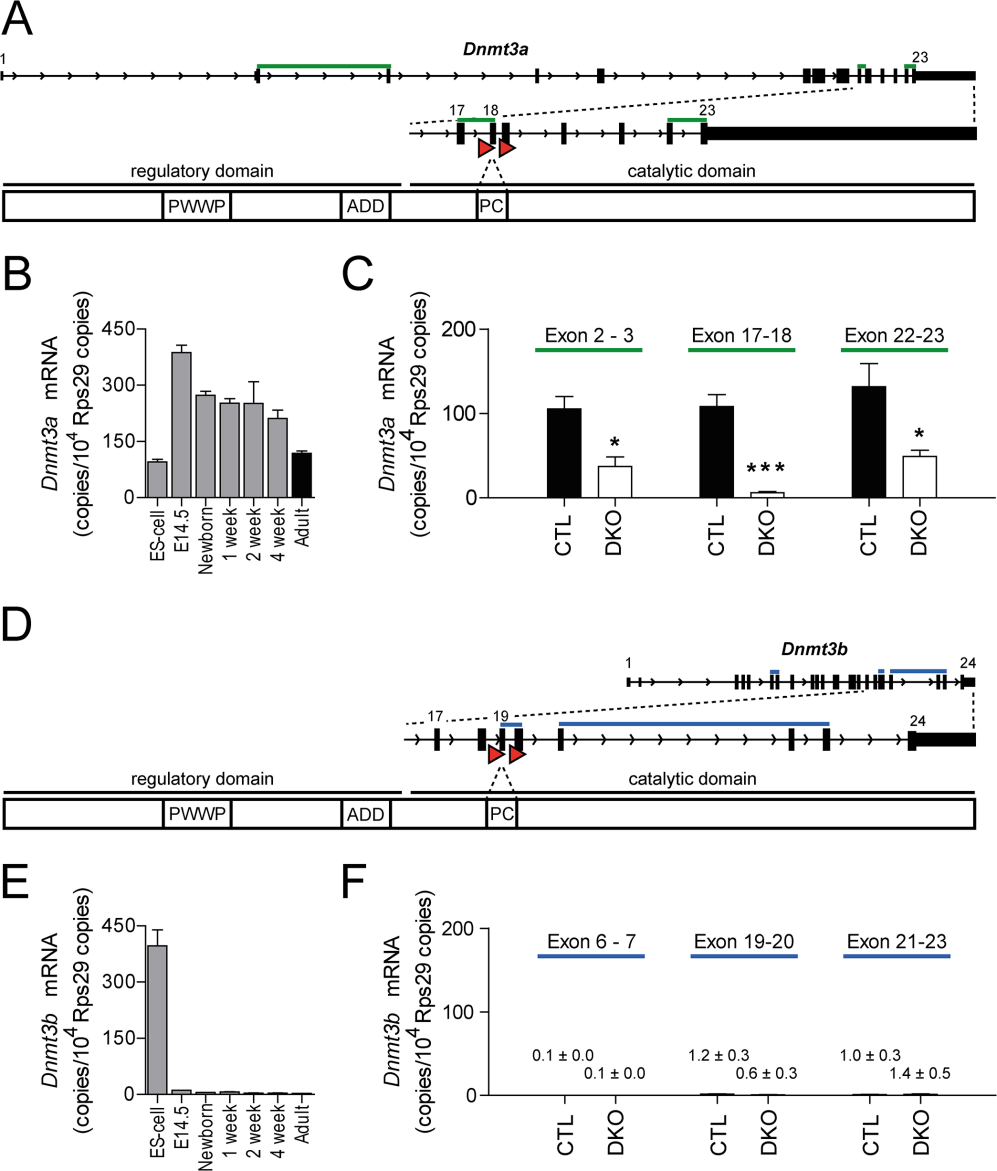
Cardiomyocyte-specific deletion of *Dnmt3a* and *Dnmt3b*. **(A, D)** Visualization of the *Dnmt3a* (A) and *Dnmt3b* (D) gene loci and protein domain structure. The prolylcysteinyl (PC) dipeptide providing thiolate at the active catalytic site is encoded in exon 18 of *Dnmt3a* (A) and in exon 19 of *Dnmt3b* (D). LoxP sites are represented by red triangles. Green (A) and blue (D) bars indicate intron-spanning primers for three different amplicons for determination of *Dnmt3a* (A) and *Dnmt3b* (D) transcripts. **(B, E)** *Dnmt3a* (B) and *Dnmt3b* (E) mRNA levels in embryonic stem (ES) cells (n = 3) and in cardiac tissue at the indicated time points (n = 4–5). **(C, F)** *Dnmt3a* (C) and *Dnmt3b* (F) mRNA levels in sorted cardiomyocytes. *Dnmt3* copies/10^4^ *Rps29* copies are visualized for the intron-spanning amplicons as indicated. n = 5 for control (CTL, filled bars), n = 4 for DKO (open bars) cardiomyocytes, *p < 0.05, ***p < 0.001.

**Fig 2:**
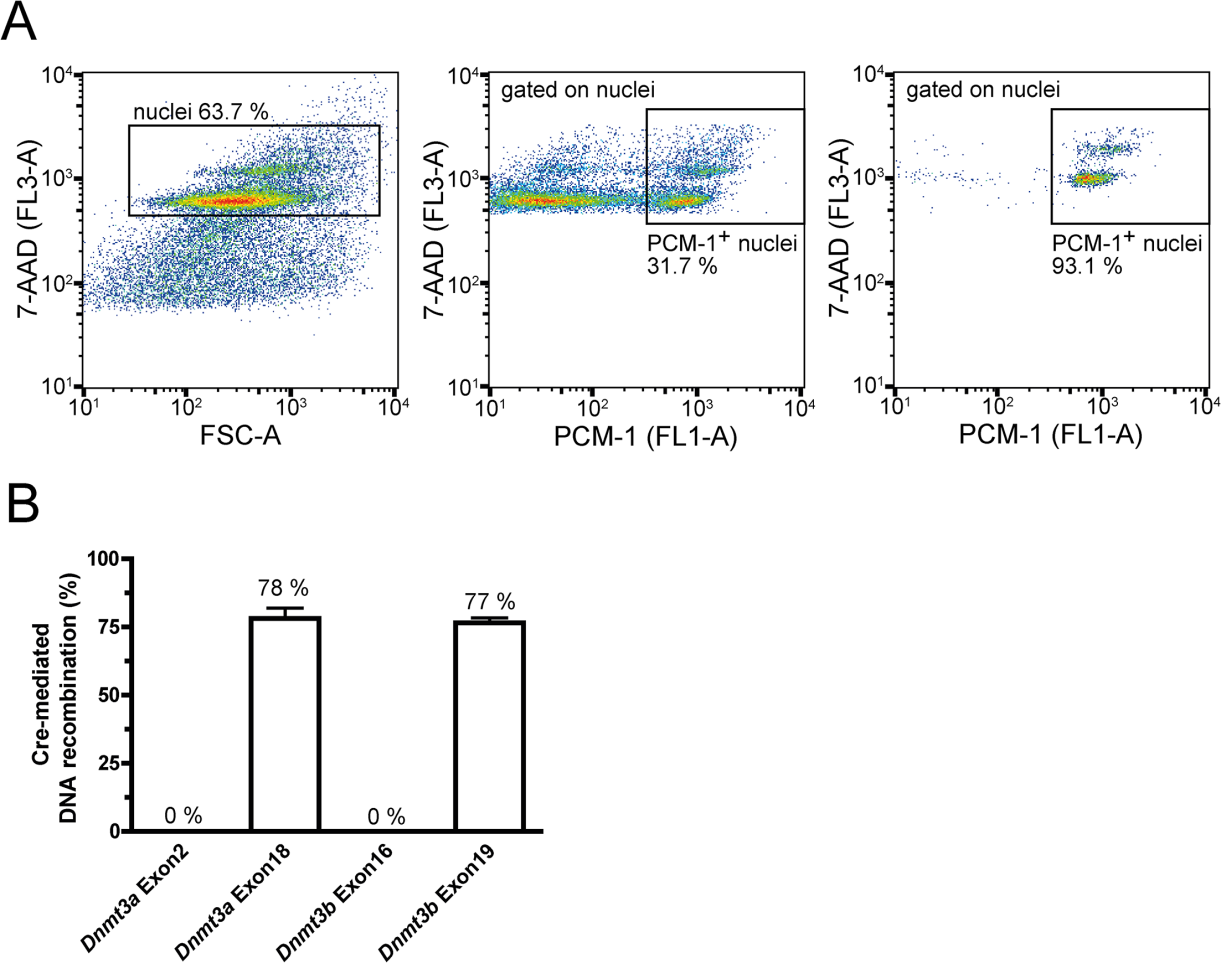
Cardiomyocyte-specific Cre-mediated recombination. **(A)** Representative flow cytometry plots depicting the gating strategy for sorting of cardiomyocyte nuclei. Positive 7-AAD (left panel) and PCM-1 (middle panel) staining identified cardiomyocyte nuclei. Purity of sorted cardiomyocyte nuclei is demonstrated in the right panel. FSC represents forward scatter. **(B)** Recombination rates in sorted male cardiomyocyte nuclei. Recombination rates were calculated from relative expression of respective *Dnmt3* exons compared to *Sry* levels (n = 6).

### Cardiac phenotyping of sham and TAC mice

The cardiac phenotype was assessed by several means in sham- and TAC-operated mice 4 weeks after the procedure. Ventricular weight to body weight (VW/BW) and ventricular weight to tibia length (VW/TL) ratios were determined for all animals (Figs 3 and 4). Pressure overload showed induction of cardiac hypertrophy by increased VW/BW- and VW/TL-ratios as well as increased cardiac myocyte cross-sectional areas (Fig 4A and 4B). This was accompanied by increased cardiac fibrosis (Fig 4C) and by features of heart failure such as impaired systolic left ventricular ejection fraction and ventricular dilatation (Fig 4D). However, ablation of *Dnmt3a* and *Dnmt3b* expression in cardiomyocytes did not lead to significant differences in any echocardiographic parameter neither in sham nor in TAC animals (Figs 4D and 5).

**Fig 3:**
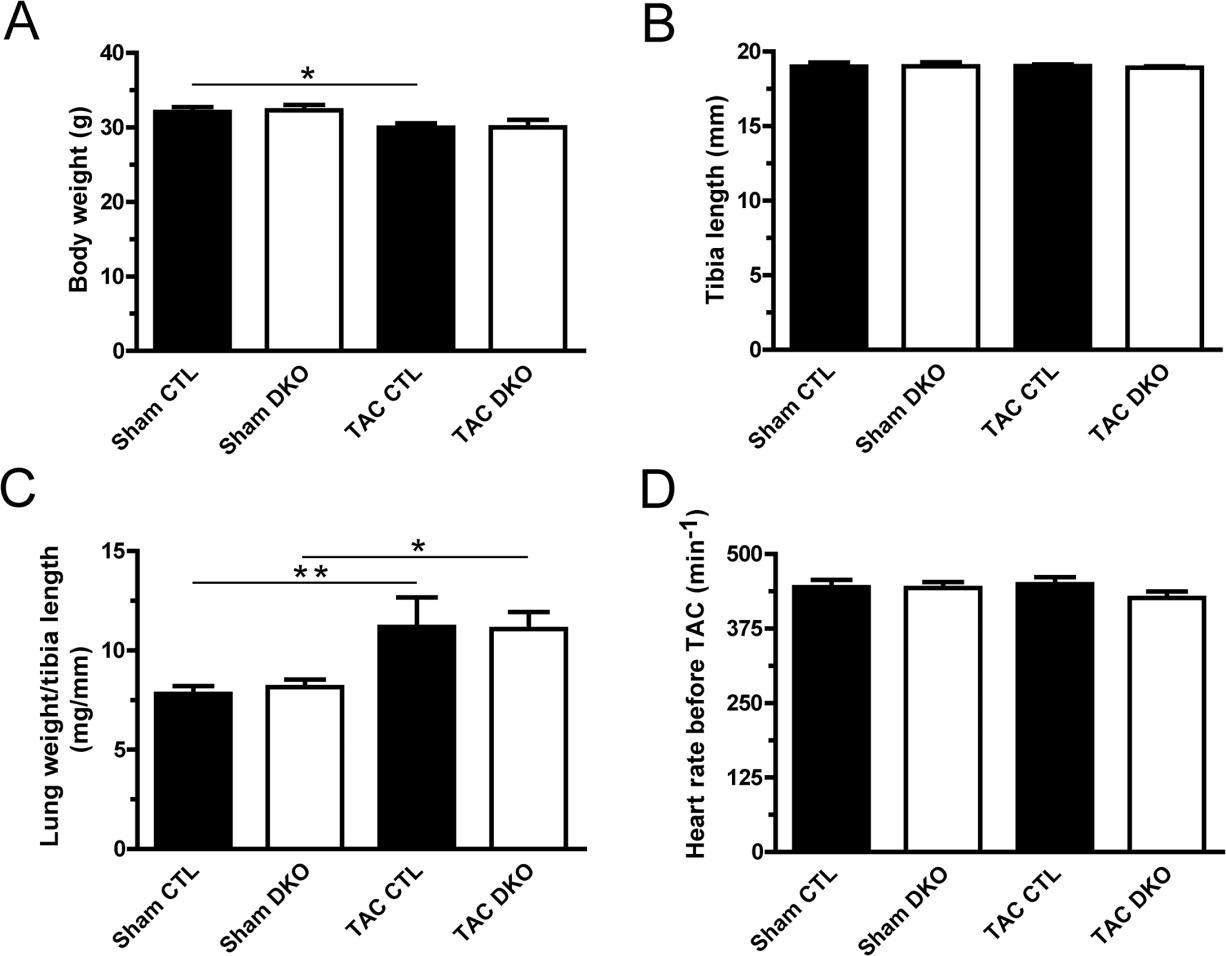
General characteristics of sham and TAC-operated mice. Mice were sacrificed and **(A)** body weight and **(B)** tibia length were measured. **(C)** Lung weight to tibia length ratio was calculated to assess possible pulmonary congestion. **(D)** Heart rate was determined in short axis M-mode measurements. Sham CTL (n ≥ 9), sham DKO (n ≥ 5), TAC CTL (n ≥ 9), TAC DKO (n ≥ 9). * p < 0.05, ** p < 0.01.

**Fig 4:**
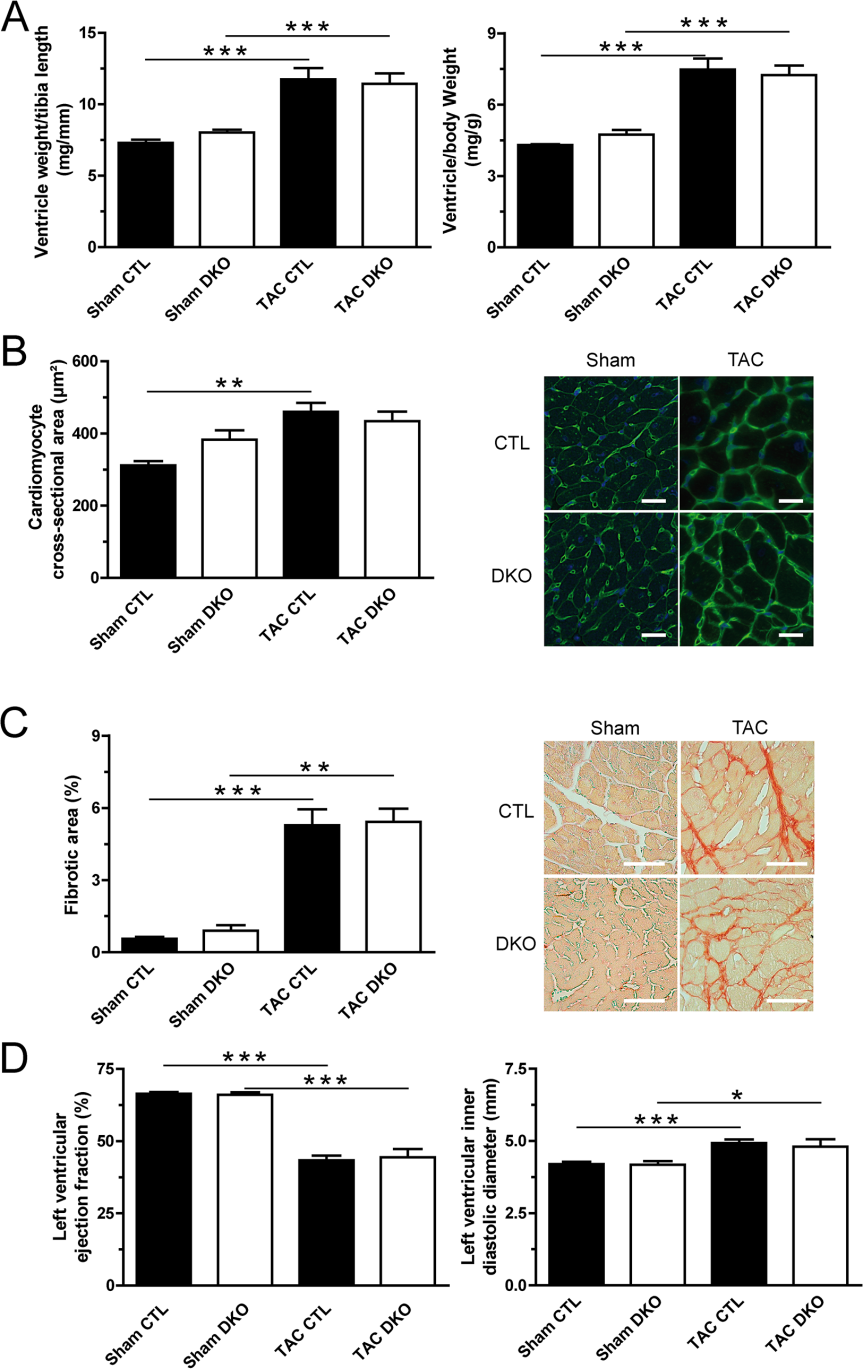
Cardiac phenotyping in sham- and TAC-operated mice. **(A)** Ratios of ventricle weight to tibia length (left panel) and ventricle weight to body weight (right panel) are depicted. n ≥ 6 for control (CTL, filled bars), n ≥ 6 for DKO (open bars) mice, ***p < 0.001. **(B)** Cardiomyocyte cross-sectional area (left panel) assessed after wheat-germ agglutinin staining (right panel, representative sections, scale bar indicates 20 μm), **p < 0.01. **(C)** Cardiac fibrosis (left panel) assessed after picro-sirius red staining (right panel, representative sections, scale bar indicates 50 μm). **(D)** Cardiac function assessed by echocardiography. Left ventricular ejection fraction (left panel) was calculated from short axis M-mode measurements. Left ventricular dimensions are represented by left ventricular inner diastolic diameter (right panel). *p < 0.05, ***p < 0.001.

**Fig 5:**
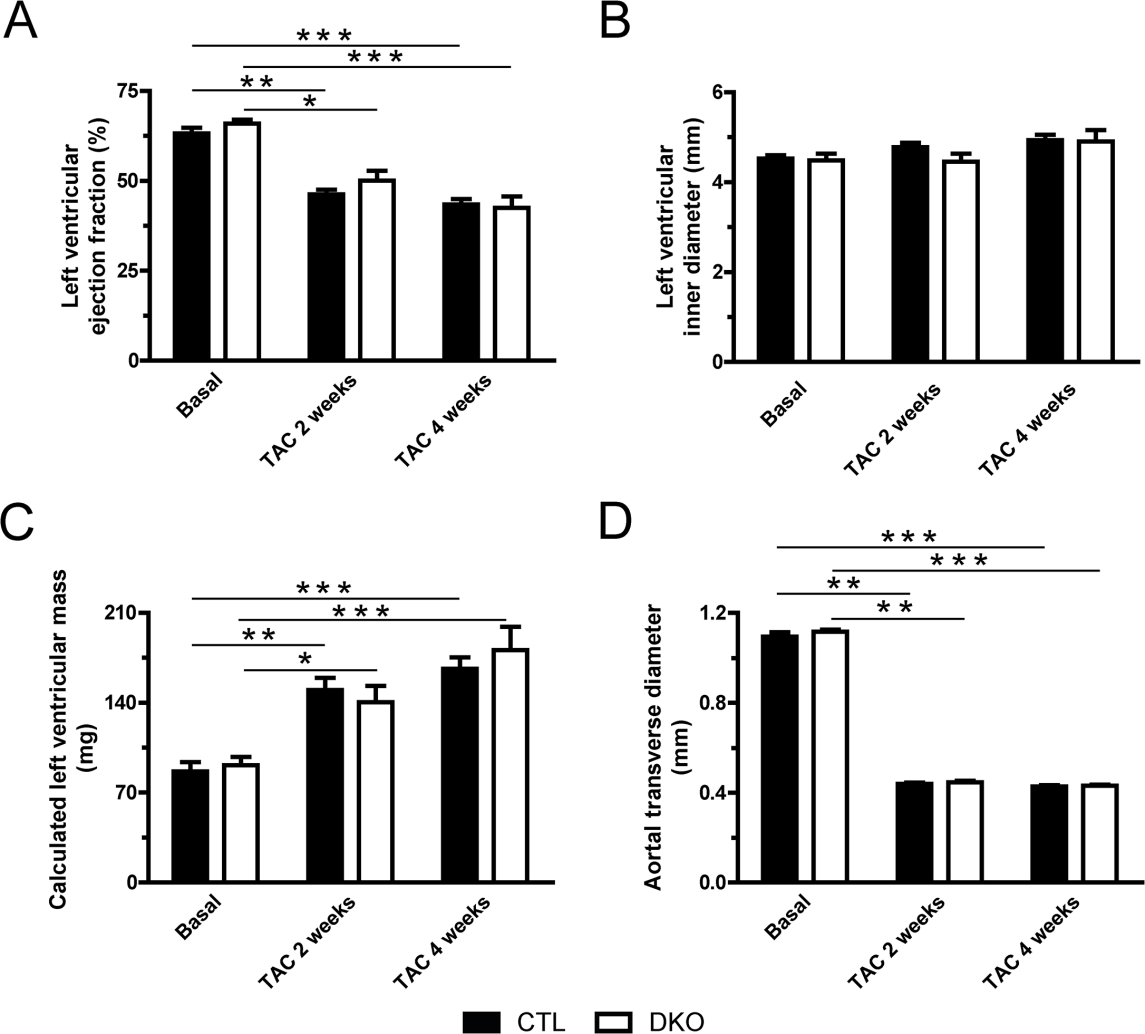
Echocardiography of TAC-operated mice. Echocardiography was performed to assess cardiac parameters of n ≥ 10 control (CTL, filled bars) and n ≥ 9 DKO (open bars) mice before, 2 weeks after, and 4 weeks after TAC. **(A)** Left ventricular ejection fraction was assessed from short axis M-mode measurements. **(B)** Left ventricular dimensions are represented by left ventricular inner diastolic diameter. **(C)** Troy formula was used to calculate left ventricular mass. **(D)** Aortic transverse diameter was measured in the short axis B-mode. * p < 0.05, ** p < 0.01, *** p < 0.001.

### Gene expression analyses

Expression of genes with known induction in heart hypertrophy and failure such as *Nppa* and *Myh7* was assessed by qPCR (Fig 6A). These genes were analyzed as general markers of heart failure. Especially the *Myh7* locus is completely demethylated in adult cardiomyocytes [7]. Thus, we did not expect differences in expression between genotypes. Both genes were strongly upregulated after pressure overload, but again no significant differences were noted between the genotypes. To gain a more detailed insight into genome-wide transcriptional changes, we performed mRNA array analysis for DKO and control mice, both for sham and TAC conditions. 

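Ventricular RNA of 4 sham CTL, 4 sham DKO, 6 TAC CTL and 6 TAC DKO mice was measured on Illumina bead chips 4 weeks after surgery, with 1 array per mouse. CTL stands for control mice, DKO for mice lacking both methyltransferases in cardiomyocytes, and TAC for transverse aortic constriction. The arrays hold 45281 probes, of which 34885 name 1 gene, 18 name several and 10378 name none. The authors processed the arrays with GenomeStudio, and the resulting values are linear intensities with a lowest value of 28.69. When the values of each array were sorted, at least 99.79% of them were equal to within 0.2% among the 8 sham arrays and at least 99.95% among the 12 TAC arrays, whereas 0.404% were equal between a sham and a TAC array. The sham and the TAC arrays had therefore been quantile normalized as 2 separate sets, with medians of 47.5 and 58.6. From there, the values were log2 transformed and quantile normalized over all 20 arrays, which removed a median shift of 0.30 on the log2 scale between the sets. A linear model with the 4 groups was fitted to all probes with limma. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds given in the methods. The genotypes were compared within each set, whereas TAC and sham were compared between the sets. The precision of each value is limited by the number of arrays per group.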

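In sham hearts, 40 probes were called higher and 6 lower in DKO than in CTL mice, with 4 arrays in each group, and they named 31 and 6 genes. *Nap1l5*, an imprinted gene, had an intensity of 52.2 ± 5.18 in CTL and of 199 ± 27.2 in DKO hearts (SD, n = 4 each), a log2 fold change of 1.93 (standard error 0.13, adjusted p = 4.47e-09 from limma). *Tnnt1*, which encodes the slow skeletal isoform of troponin T, had an intensity of 588 ± 74.8 in CTL and of 1420 ± 212 in DKO hearts (SD, n = 4 each). The log2 fold change was 1.52 for *Fgf7*, a growth factor acting on epithelial cells (standard error 0.20, adjusted p = 0.000462), and 1.47 for *Alox5*, the first enzyme of leukotriene synthesis (standard error 0.19, adjusted p = 0.000362). Other rises were those of the complement protease *Masp1* (1.34), of *Tnnt1* (1.26), of *Ppp1r1b*, an inhibitor of protein phosphatase 1 (1.25), of the sodium channel subunit *Scn4b* (1.22), and of *Lrmp* (1.20), *Stard10* (1.12), *Skap2* (0.99), *Arhgap9* (0.99) and the glutamate transporter *Slc17a7* (0.98), with adjusted p between 6.32e-05 and 0.00878. The folds of *Nap1l5* and *Ppp1r1b* are lower bounds, since their CTL means lie close to background. *Lrtm1* was lower in DKO hearts, with 536 ± 256 against 1860 ± 174 in CTL hearts (SD, n = 4 each) and a log2 fold change of -1.94 (standard error 0.37, adjusted p = 0.0286). *Bdh1*, an enzyme of ketone body metabolism (-1.28), the scavenger receptor *Stab1* (-0.99), the growth factor *Egf* (-0.94), *Prr33* (-0.86) and *Nt5dc2* (-0.70) were the other genes called lower, with adjusted p between 0.0021 and 0.0389. Of 127 developmental transcription factors, 4 rose (4 when adjusted over the list alone). They were *Irx5* (1.24), *Pou4f1* (0.74), *Hoxc6* (0.69) and *Eya1* (0.65). The list did not pass camera (adjusted p = 0.147). Of 38 imprinted genes only *Nap1l5* rose (1 when adjusted over the list alone). That list did not pass either (adjusted p = 0.811). *Scn4b* among 35 genes of calcium handling and ion channels (1 higher and 2 lower when adjusted over the list alone), *Tnnt1* among 27 skeletal muscle isoforms (2 over the list alone), *Usp18* among 35 interferon response genes (1 over the list alone) and *Stard10* among 13 atrial markers (3 over the list alone) were the only called members of their lists, whose adjusted p lay between 0.122 and 0.868. *Usp18* had a log2 fold change of 0.67 (standard error 0.12). These genes are labelled in Fig 6C or 6D, so the lists are not independent evidence for them. Relative to its mean over all arrays, the skeletal muscle list lay at 0.87 on sham CTL replicate 2. It lay between -0.22 and -0.14 on the other sham CTL arrays and between -0.05 and 0.11 on the sham DKO arrays. The sham comparison of this list therefore depends on a single array. The other 16 lists held no called gene among 349, and 18 of these had an unadjusted p under 0.05 from limma. As lists, 22 genes of the hypertrophy and fetal program were higher in DKO hearts (mean log2 fold change 0.21, adjusted p = 0.0054), as were 7 red blood cell genes (0.18, adjusted p = 0.0445), and 20 endothelial markers were lower (-0.13, adjusted p = 0.00223). With an estimated correlation between genes these became adjusted p = 0.644, adjusted p = 0.656 and adjusted p = 0.644. None of their members was called, and 5, 0 and 2 had an unadjusted p under 0.05. Without sham CTL replicate 4 the hypertrophy and endothelial lists did not pass (adjusted p = 0.0918 and 0.241), nor did the red blood cell list without sham DKO replicate 4 (adjusted p = 0.697). Of the 20 omissions of a single array, the red blood cell list did not pass in 7, the endothelial list in 2 and the hypertrophy list in 1. The count of lower probes was 2 without sham CTL replicate 3, 1 without sham DKO replicate 1 and 3 without sham DKO replicate 3, and the call of *Lrtm1* was lost without any single one of the sham CTL arrays (adjusted p = 0.0718 without replicate 3, range over all settings 0.00785 to 0.271). *Bdh1* lost its call in 20 of 35 other settings (adjusted p from 0.0128 to 0.795) and *Prr33* in 8 (0.0041 to 0.48).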

In the sham group, 44 genes were upregulated in DKO mice while 9 genes were downregulated compared to control mice (Fig 6B, left pie chart). Results after TAC operation were largely similar with 37 genes showing increased and 6 genes showing decreased expression in DKO mice (Fig 6B, right pie chart). Of these 43 genes, 26 (60%) were similarly regulated in both sham and TAC-operated mice (Fig 6B, Venn diagram). 

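After TAC, 58 probes were called higher and 7 lower in DKO than in CTL hearts, with 6 arrays in each group, and they named 43 and 5 genes. *Gdnf*, a neurotrophic factor, had an intensity of 58.3 ± 9.95 in CTL and of 190 ± 50.3 in DKO hearts (SD, n = 6 each). Its log2 fold change was at least 1.67 (standard error 0.14, adjusted p = 1.78e-07 from limma), a lower bound, since its CTL mean lies close to background. *Tnnt1* had an intensity of 560 ± 89.7 in CTL and of 1730 ± 582 in DKO hearts (SD, n = 6 each), a log2 fold change of 1.58 (standard error 0.15, adjusted p = 1.75e-06). *Alox5* (1.53), *Ppp1r1b* (at least 1.47), *Arhgap9* (1.32), *Lrmp* (1.29), *Slc17a7* (1.18) and *Arpp21* (0.84) were higher as well, with adjusted p between 1.75e-06 and 2.43e-05. *Vgll2*, a transcriptional cofactor, had a log2 fold change of 1.26 (standard error 0.24, adjusted p = 0.0123). *Lrtm1* had an intensity of 1680 ± 314 in CTL and of 488 ± 272 in DKO hearts (SD, n = 6 each). Its log2 fold change was -1.96 (standard error 0.31, adjusted p = 0.00153). *Egf* (-0.94, adjusted p = 0.000443) and *Prr33* (-0.77, adjusted p = 0.00401) were lower too. Among the developmental transcription factors, *Irx5* (1.15, standard error 0.14) and its relative *Irx3* (0.85, standard error 0.17) rose (2 when adjusted over the list alone, adjusted p = 0.599 for the list). *Scn4b* (1.19) and the T-type calcium channel *Cacna1h* (1.04) were 2 of 35 genes of calcium handling and ion channels (2 when adjusted over the list alone, adjusted p = 0.796 for the list). *Krt8* among 24 simple epithelial genes, *Nap1l5* among the imprinted genes, *Usp18* (0.62) among the interferon response genes and *Tnnt1* among the skeletal muscle isoforms were the only called members (1, 1, 1 and 2 when adjusted over each list alone). None of these lists passed camera (adjusted p = 0.324, 0.697, 0.159 and 0.317). By fry, a second list test, the simple epithelial list passed (adjusted p = 0.00688). The imprinted, interferon and skeletal muscle lists did not (fry adjusted p = 0.46, 0.602 and 0.601). The 13 atrial markers were higher as a list (mean log2 fold change 0.50, adjusted p = 0.00325 from camera, adjusted p = 0.421 with an estimated correlation). Their 1 called member was *Stard10*, a lipid transfer protein (0.91, standard error 0.16), and 3 when adjusted over the list alone. Relative to its mean over all arrays, the atrial list lay at 0.78 and 1.04 on TAC DKO replicates 2 and 3 and between -0.08 and 0.24 on the other TAC DKO arrays, so that 2 arrays carry most of its rise. In sham hearts it lay between -0.12 and 0.17 on the DKO arrays and between -0.40 and -0.32 on the CTL arrays. There its members had a mean log2 fold change of 0.41 and a median of 0.05, and the list did not pass (camera adjusted p = 0.122). Of 42 electron transport genes and of 27 genes of fatty acid oxidation none was called, with 5 and 3 at an unadjusted p under 0.05, though both lists were lower (mean log2 fold change -0.08 in each, adjusted p = 0.0126 and 0.0436). With an estimated correlation these became adjusted p = 0.656 and adjusted p = 0.805. By fry, these 2 lists did not pass (adjusted p = 0.33 and 0.55). Cardiomyocyte markers (-0.08, camera adjusted p = 0.0551) and fibroblast markers (-0.10, adjusted p = 0.155) had similar mean changes without passing. The genes named here that are labelled in Fig 6C or 6D are not independently supported by their lists. The remaining lists, among them 20 genes of the DNA methylation machinery (adjusted p = 0.449) and 33 germline genes with methylated promoters (adjusted p = 0.371), held no called gene. In these 2 lists, 2 and 5 members had an unadjusted p under 0.05. Without TAC CTL replicate 6 the lists of electron transport and fatty acid oxidation did not pass (adjusted p = 0.147 and 0.399). Of the 20 omissions of a single array, the electron transport list did not pass in 2 and the fatty acid oxidation list in 7. The call of *Irx3* was lost without TAC CTL replicate 5 (adjusted p = 0.0572, range over all settings 0.000255 to 0.214), and without each of 4 other TAC arrays.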

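Of the probes called in either condition, 25 were higher in DKO hearts in both sham and TAC mice and 3 were lower in both, naming 19 and 3 genes. Independent lists of these sizes would share 0.0512 and 0.000928 probes (exact hypergeometric test, p = 4.34e-65 and 4.52e-11). These p may be far too small. Several probes name the same gene, as for *Alox5*, and both comparisons use the spread from 1 fit. Of 100 relabellings of genotype only the real one shared as many probes (highest other 0), which supports no smaller p than 1 in 100. The 28 shared probes were 43.1% of the 65 probes called after TAC and 60.9% of the 46 called in sham hearts, and no probe was called in opposite directions. The shared genes include *Alox5*, *Tnnt1*, *Irx5* and *Scn4b* among the higher and *Lrtm1*, *Egf* and *Prr33* among the lower ones. *Nap1l5* was higher in both conditions, and its log2 fold change after TAC was 0.76 (standard error 0.11, adjusted p = 0.000444 from limma), a lower bound as in sham hearts, since its CTL mean of 49.1 lies close to background. It was the only probe called for a difference between the conditions (difference of -1.17, standard error 0.17, adjusted p = 0.0222, a size not fixed between 2 lower bounds), with 2132 probes at an unadjusted p under 0.05. *Fgf7* had a log2 fold change of 0.79 after TAC (standard error 0.16, adjusted p = 0.0291). The complement protease *Masp1*, called in sham hearts alone, had 0.34 after TAC (standard error 0.17, adjusted p = 0.589). The interaction of genotype and surgery was not called for it (adjusted p = 0.939). Likewise called only in sham hearts were *Bdh1* (-0.62 after TAC, adjusted p = 0.336), *Stab1* (-0.40, adjusted p = 0.246) and *Nt5dc2* (-0.38, adjusted p = 0.132), again with an interaction adjusted p of 0.939 each. Over the 83 probes called in either condition, the log2 fold changes in sham and TAC hearts had a Pearson correlation of 0.861 (Spearman 0.637, slope 0.901), and over all 45281 probes one of 0.287. These correlations run across probes, which are not independent replicates. With each comparison fitted on its own 2 groups, the shared probes were 66% of those called after TAC. The difference for *Nap1l5* was not called without sham CTL replicate 1 or 4, sham DKO replicate 1, 3 or 4 or TAC CTL replicate 3 (adjusted p from 0.0513 to 0.102, range over all settings 7.25e-05 to 0.549).

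**Figure D1:**
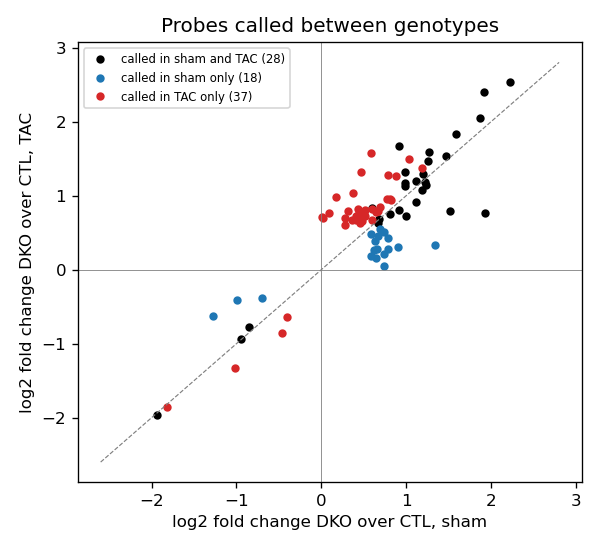
Log2 fold change between DKO and CTL hearts in sham mice (x axis) and after TAC (y axis) for the 83 probes called in either condition, with the line of equal change dashed. The 28 probes called in both, the 18 called in sham hearts only and the 37 called after TAC only have the same sign on both axes.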

Next, genes that were regulated between genotypes under sham conditions were clustered together with respective gene expression values after TAC (Fig 6C). 

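In the clustering of the 46 probes called in sham hearts, *Irx5*, a homeobox transcription factor, had an intensity of 169 ± 36.3 in sham CTL and 397 ± 76.5 in sham DKO hearts (SD, n = 4 each), and of 153 ± 29.7 in TAC CTL and 337 ± 49.7 in TAC DKO hearts (SD, n = 6 each). The sodium channel subunit *Scn4b* had 495 ± 120 and 1130 ± 43.2 in sham hearts (SD, n = 4 each), and 492 ± 92.7 and 1130 ± 238 after TAC (SD, n = 6 each). For both genes the TAC effect in CTL hearts was not called (log2 fold change -0.14, adjusted p = 0.584, and 0.00, adjusted p = 0.999, from limma). *Egf* fell with the genotype in each condition, from 160 ± 4.64 to 83.9 ± 12 in sham hearts (SD, n = 4 each) and from 140 ± 24.2 to 73.7 ± 18.5 after TAC (SD, n = 6 each). *Slc17a7*, which loads glutamate into synaptic vesicles, changed with both factors, from 86.9 ± 7.17 in sham CTL to 173 ± 22.5 in sham DKO hearts (SD, n = 4 each). After TAC it went from 169 ± 28.7 in TAC CTL to 383 ± 60.8 in TAC DKO hearts (SD, n = 6 each). Complete-linkage clustering of the standardized values (Euclidean distance, which the paper's text does not name) placed 20 of 20 arrays with their genotype and 10 of 20 with their surgery. The probes had been chosen on the sham arrays, and among the 12 TAC arrays 12 were placed with their genotype. At the median of these probes, genotype accounted for 68% of the variance, surgery for 7.74% and their interaction for 1.18%. Over all 45281 probes, 12 of 20 arrays were placed with their genotype and 14 of 20 with their surgery. At the 5000 most variable probes genotype accounted for 1.44% and surgery for 71.6%. The latter share includes any difference between the separately normalized sets.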

The resulting heatmap demonstrated that the genotype rather than the disease state had a strong influence on clustering. For those 17 genes that exhibited differential expression exclusively after TAC, a separate heatmap was generated (Fig 6C). All genes showed similar direction of regulation in sham mice.

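Of the probes called after TAC and not in sham hearts, 33 were higher and 4 lower in DKO mice, and all 37 had the same direction in sham hearts. *Pigh*, an enzyme of glycolipid anchor synthesis, had a log2 fold change of 1.50 after TAC (standard error 0.20) and of 1.04 in sham hearts (standard error 0.25, adjusted p = 0.17 from limma). *Cacna1h* had 0.37 in sham hearts (standard error 0.21, adjusted p = 0.926). *Sort1*, a sorting receptor, had 0.82 after TAC (standard error 0.11) and 0.60 in sham hearts (standard error 0.14, adjusted p = 0.156). Another of its probes was called in both conditions. *Nrn1* was lower, with -1.33 after TAC (standard error 0.25) and -1.02 in sham hearts (standard error 0.30, adjusted p = 0.488). The cadherin *Cdh4* was lower too, with -0.85 (standard error 0.19) and -0.47 (standard error 0.23, adjusted p = 0.899). The smallest values in sham hearts were those of *Bin1*, a protein of membrane tubules (0.71 after TAC and 0.00 in sham hearts, standard errors 0.11 and 0.13), *Ntn5* (0.69 and 0.01, standard errors 0.14 and 0.17) and the MAP kinase phosphatase *Dusp4* (0.76 and 0.09, standard errors 0.14 and 0.17). Their direction in sham hearts lies within the error. *Bin1*, *Ntn5*, *Dusp4*, *Pigh*, *Sort1*, *Nrn1* and *Cdh4* were chosen after their values were seen. Of the 37 probes, 29 had an unadjusted p under 0.05 and 15 a fold change over 1.5 in sham hearts. The median size of the log2 fold change was 0.80 after TAC and 0.48 in sham hearts. None was called for an interaction of genotype and surgery, so a difference between the conditions was not shown for any of them, *Dusp4* and *Bin1* included. On these probes the 8 sham arrays clustered by genotype (8 of 8). Over all 20 arrays, 16 were placed with their genotype and 14 with their surgery. Without sham CTL replicate 1, 92.3% of the probes then called only after TAC had the same direction in sham hearts. From the heatmap of the genes regulated in sham hearts, the paper concludes that genotype had a stronger influence on the clustering than the disease state.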

**Fig 6:**
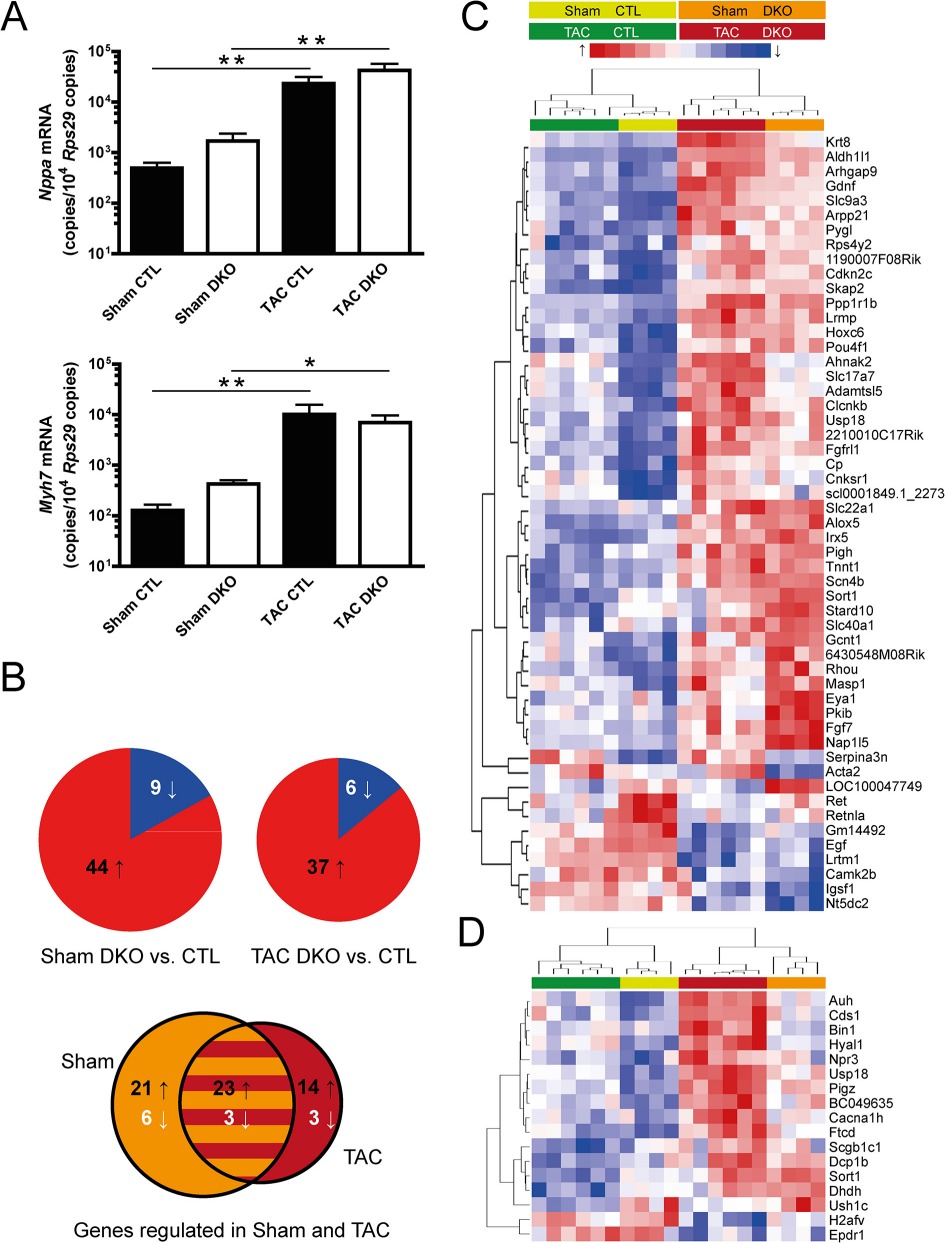
Gene expression analysis. **(A)** Assessment of ventricular mRNA expression by quantitative real-time PCR of atrial natriuretic peptide (*Nppa*, upper panel) and β-myosin heavy chain (*Myh7*, lower panel). n ≥ 6 for control (CTL, filled bars), n ≥ 6 for DKO (open bars) mice, **p < 0.01, *p < 0.05. **(B, C)** Genome-wide assessment of ventricular mRNA expression by Illumina bead chip array analysis in sham- and TAC-operated CTL and DKO mice. n = 4 for each genotype under sham conditions, n = 6 for each genotype under TAC conditions. **(B)** Pie charts indicate the number of up- and downregulated genes between genotypes under sham conditions (left pie chart) and under TAC conditions (right pie chart). The Venn diagram displays the number of genes regulated both under sham- and TAC-conditions and the overlapping proportion. **(C, D)** Heatmaps of the differentially regulated genes. Individual expression values are displayed after unsupervised complete linkage clustering. **(C)** Genes differentially regulated between CTL and DKO under sham conditions. **(D)** Genes with differential regulation between CTL and DKO genotypes only under TAC conditions.

### Reduced DNA methylation and enhanced RNA expression

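Among the 25 probes that were higher in DKO hearts both in sham mice and after TAC, the change from sham to TAC in DKO hearts was largest for *Slc9a3*, a sodium/proton exchanger of epithelia (log2 fold change 1.18, standard error 0.26, adjusted p = 0.00114 from limma), the glutamate transporter *Slc17a7* (1.14, standard error 0.12, adjusted p = 2.53e-07) and *Gdnf* (0.74, standard error 0.15, adjusted p = 0.00072). *Aldh1l1*, an enzyme of folate metabolism, had rank 11 of 25, with 0.34 (standard error 0.11, adjusted p = 0.0184). *Krt8*, a keratin of simple epithelia, was called after TAC only. Among the 58 probes higher after TAC it had rank 5, with 1.01 (standard error 0.11, adjusted p = 3.78e-07), below a probe that names no gene (1.36), *Slc9a3*, *Slc17a7* and *Dusp4* (1.03). *Aldh1l1* had rank 32 there. In CTL hearts the change from sham to TAC was at least 0.87 for *Slc9a3*, a lower bound, since its sham CTL mean lies close to background. The change in CTL hearts was 0.95 for *Slc17a7*, -0.02 for *Gdnf*, 0.16 for *Aldh1l1* and 0.02 for *Krt8*. The difference between genotypes in this change was 0.31 for *Slc9a3* (standard error 0.36, adjusted p = 0.952), 0.76 for *Gdnf* (standard error 0.22, adjusted p = 0.939), 0.18 for *Aldh1l1* (standard error 0.15, adjusted p = 0.94) and 0.99 for *Krt8* (standard error 0.16, adjusted p = 0.0644). The sizes of the differences for *Slc9a3* and *Gdnf* are not fixed. The genotype fold of *Slc9a3* in sham hearts and that of *Gdnf* after TAC are lower bounds, since the CTL means lie close to background. At the other end, *Nap1l5* (-1.25), *Stard10* (-0.97) and *Fgf7* (-0.65) fell from sham to TAC in DKO hearts. The ranks use the TAC DKO arrays that also selected the probes, and they compare the separately normalized sham and TAC sets.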

In order to analyze the effect of *Dnmt3a/3b* ablation on DNA methylation, three genes that showed increased expression in DKO mice and had the highest additional increase after TAC, were selected as candidate genes for pyrosequencing. In analyses of sorted cardiomyocyte nuclei from sham-operated hearts, 9 out of 11 single CpG sites were significantly hypomethylated in DKO compared to control mice confirming the suppression of *de novo* DNA methylation (Fig 7, left panels). In line with the array analysis of sham mice, gene expression of *Aldh1l1*, *Slc9a3* and *Krt8* was significantly higher in DKO mice. 

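On the arrays of sham hearts, *Aldh1l1* (probe ILMN_3100276) had an intensity of 65.9 ± 5.34 in CTL and of 241 ± 31.3 in DKO mice (SD, n = 4 each), a log2 fold change of 1.87 (standard error 0.12, adjusted p = 1.37e-09 from limma). *Slc9a3* (probe ILMN_1245464) had 53.4 ± 6.64 in CTL and 249 ± 22 in DKO hearts (SD, n = 4 each), a log2 fold change of 2.22 (standard error 0.28, adjusted p = 0.000277). Its CTL mean lies near the median probe intensity of 53, close to background, so that this fold is a lower bound. *Krt8* (probe ILMN_1221157) had 63.2 ± 4.56 in CTL and 95.3 ± 11.7 in DKO hearts (SD, n = 4 each), a log2 fold change of 0.59 (standard error 0.12) that did not pass the adjusted threshold (adjusted p = 0.0713). For each of these probes every DKO array lay above every CTL array (two-sided exact permutation test of the means, p = 0.0286, the smallest that 4 arrays against 4 allow). The second probe of each gene had group means between 43.1 and 58.4 in sham hearts, with log2 fold changes of 0.04 for *Aldh1l1*, 0.10 for *Slc9a3* and -0.01 for *Krt8*, none of them called. These means lie close to background, so the folds of the second probes carry little information. With the authors' values used without further normalization, *Krt8* had a log2 fold change of 0.71 and was called (adjusted p = 0.00467, range over all settings 0.00467 to 0.381).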

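After TAC, *Aldh1l1* had an intensity of 74.5 ± 14.7 in CTL and of 304 ± 19.8 in DKO hearts (SD, n = 6 each), a log2 fold change of 2.05 (standard error 0.09, adjusted p = 2.16e-12 from limma). *Slc9a3* had 104 ± 44 in CTL and 600 ± 225 in DKO hearts (SD, n = 6 each), a log2 fold change of 2.54 (standard error 0.23, adjusted p = 1.07e-06), and its DKO arrays ranged from 326 to 924. *Krt8* had 64.9 ± 12.1 in CTL and 192 ± 24.6 in DKO hearts (SD, n = 6 each), a log2 fold change of 1.57 (standard error 0.10, adjusted p = 1.57e-09). TAC CTL replicate 4 was the highest CTL array for *Aldh1l1* (104), *Slc9a3* (178) and *Krt8* (88.5), and it stayed below every DKO array. The arrays of the genotypes did not overlap for any of these genes (two-sided exact permutation test of the means, p = 0.00216, the smallest that 6 arrays against 6 allow). The log2 fold changes of the second probes were 0.06 for *Aldh1l1*, 0.10 for *Slc9a3* and 0.04 for *Krt8*, none of them called. These probes lay close to background after TAC as well.

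**Figure D2:**
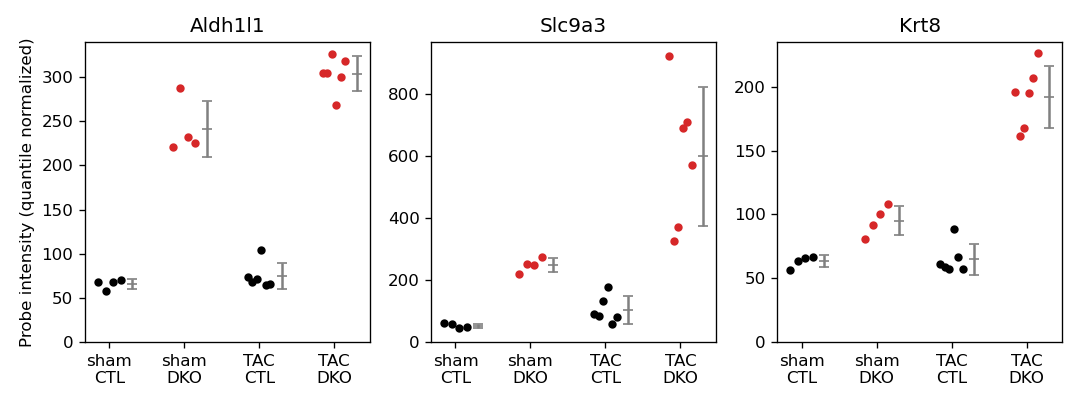
Intensity of the *Aldh1l1*, *Slc9a3* and *Krt8* probes after quantile normalization (y axis, linear) on each array, by surgery and genotype. Points are arrays (black CTL, red DKO, n = 4 in each sham group and n = 6 in each TAC group) and grey bars are means with SD. All DKO arrays lie above the CTL arrays of the same surgery.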

Under TAC conditions, changes in gene expression were again in line with the array results (Fig 7, right panels).

**Fig 7:**
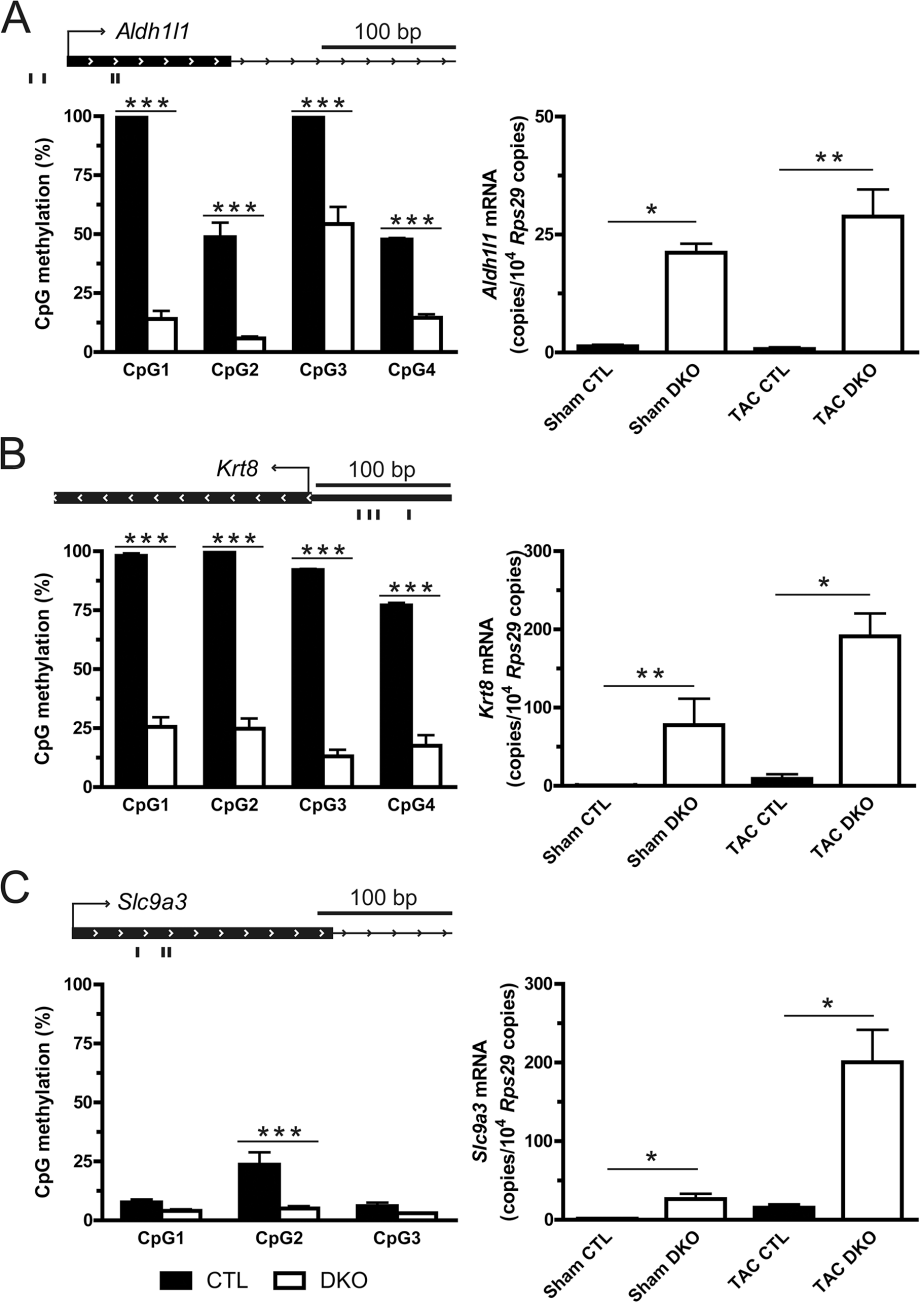
Reduced promoter CpG methylation and enhanced RNA expression. Left panels display the methylation levels of single CpGs in the promoter regions (TSS ± 500 bp) of indicated genes under sham conditions. The black bars below the genomic loci indicate the location of the respective CpGs analyzed by pyrosequencing. Right panels depict mRNA levels for the respective genes under sham and TAC conditions assessed by quantitative real-time PCR. **(A)** Aldehyde dehydrogenase 1 family, member L1 (*Aldh1l1*), **(B)** keratin 8 (*Krt8*) and **(C)** solute carrier family 9, subfamily A (*Slc9a3*). * p < 0.05, ** p < 0.01, *** p < 0.001.

## Discussion

Heart failure remains a disease with high morbidity and mortality. Currently, pharmacologic approaches are mostly limited to protect against negative sequelae of neurohumoral compensatory mechanisms. While approaches targeting epigenetic features have been proposed for cancer therapies [23–25], many questions need to be answered before such strategies might be used to treat heart failure. Among others, CpG hypermethylation observed in certain cancer entities should be ascertained to play a role in heart failure as well. Concordantly, deletion of hypermethylation capacity might reveal beneficial effects in experimental heart failure. With regard to CpG hypermethylation, proof of such hypermethylation patterns in failing human hearts has been reported in two independent studies [9,10].

In the current study, we therefore focused on enzymes that contribute to increased CpG methylation such as the *de novo* methyltransferases *Dnmt3a* and *Dnmt3b*. For the first time, we examined the effects of combined cardiomyocyte-specific deletion of *Dnmt3a* and *Dnmt3b* in the setting of experimental heart hypertrophy and failure. As the main finding, we did not find significant differences in cardiac function and structure between DKO and control mice neither at baseline nor after pressure overload. Nevertheless, we detected an upregulation of genes that was accompanied by profound reduction of CpG methylation in the promoter regions of these genes. This demonstrates that the applied strategy targeting *Dnmt3a* and *Dnmt3b* indeed manifests in deficient *de novo* CpG methylation. Next to this proof of the molecular phenotype, we made considerable efforts isolating highly purified cardiomyocytes from mouse hearts in order to confirm the effective, cardiomyocyte-specific knockout. In these cardiomyocytes, transcripts of the *Dnmt3a* and *Dnmt3b* catalytic domains were virtually absent. Therefore, we conclude that *de novo* CpG methylation in cardiomyocytes is dispensable for normal heart function and adaptation to disease.

In a recent report, ablation of *Dnmt3b* in adult mice using a tamoxifen-inducible Cre recombinase led to spontaneous cardiomyopathy within two months after tamoxifen induction [26]. However, ablation of *Dnmt3a* and *Dnmt3b* in the present study did not show any signs of spontaneous contractile dysfunction or structural changes. In this model, Cre induction occurred early during cardiac development and may trigger epigenetic mechanisms which compensate for the loss *de novo* DNA methylation during prenatal development. Thus, further studies are required to test, whether loss of Dnmt3a/b differently affects cardiomyocyte function dependent on the timing of Dnmt3a/b ablation.

The hypermethylation of CpG islands which was observed in human heart failure might not be due to catalytic activity of *Dnmt3a* or *Dnmt3b* in cardiomyocytes. Rather, dynamic CpG methylation of non-myocytes may explain the reported differential methylation patterns in the human studies. Recently, our group has demonstrated that alterations in tissue DNA methylation correlate with cardiac tissue composition in pressure overload-induced experimental heart failure [7]. Whole-genome bisulfite sequencing of isolated cardiomyocyte nuclei showed less pronounced changes in CpG methylation after TAC whereas the larger part of altered cardiac DNA methylation was attributed to a decrease of cardiomyocyte content in heart failure [7]. Indeed, this loss of cardiomyocytes and replacement by fibrotic tissue is considered to be a hallmark in the development of heart failure. Therefore, a large part of the differences observed in previous human DNA methylation studies might be due to changes in the tissue composition.

### Limitations

Certainly, this study has several limitations. First, the genetic deletion in our mouse model was confined to the catalytic domains of *Dnmt3a* and *Dnmt3b*. This targeting strategy of *Dnmt3a* and *Dnmt3b* genes has been shown to ablate expression of DNMT3A and DNMT3B protein in mouse embryonic feeder cells [14,15]. It remains possible that truncated DNMT3 isoforms without catalytic function retain other regulatory functions in cardiomyocytes. Yet, the genetic deletion strategy in our study intentionally inhibited specifically *de novo* CpG methylation and thus decreased the possibility of undesired, off-target genetic deletions.

In this study, we demonstrated absence of *de novo* methylation only for a limited number of CpGs located in promoter regions. Concerning other genomic locations, our group has recently shown absence of postnatal gene body remethylation using the same conditional knockout model [7]. Further studies in this model assessing global methylation patterns will be needed to better determine the genome-wide profile of *de novo* CpG methylation mediated by DNMT3A and DNMT3B. Second, our model with combined embryonic deletion of *Dnmt3a* and *Dnmt3b* precludes testing whether one DNMT3 iso-enzyme might compensate for the loss of the other iso-enzyme.

Third, the disease model used in our study leads to rapid onset of cardiac hypertrophy with progression to cardiac dysfunction within four weeks. In contrast, human heart failure develops in most cases over years. Thus, it is conceivable that observed changes in cardiac CpG methylation might evolve very slowly and are not optimally gauged in the TAC model. Nevertheless, TAC has long been established as a valid model for induction of experimental heart hypertrophy and failure [27]. Despite its experimental nature, samples from failing hearts after TAC also bear advantages compared to samples obtained from patients. The clinical samples are usually from patients taking heart failure medications which is absent in TAC. Also, variability of many other patient characteristics such as comorbidities is inherently higher in patients than in inbred mice.

### Conclusions

For the first time, *de novo* CpG methylation capacity was deleted in murine cardiomyocytes. The absence of a cardiac pathology in the presence of the predicted molecular phenotype suggests that *de novo* CpG methylation is dispensable for adaptive mechanisms in heart failure. In light of our data, further studies that examine cardiomyocyte-specific CpG methylation in human heart failure are urgently needed.

## Supporting Information

S1 Table Primer sequences. The listed primers were used for RNA quantification by qPCR, for genotyping, for assessment of DNA recombination in purified cardiomyocyte nuclei and pyrosequencing of bisulfite-converted DNA.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

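Ventricular RNA of mice was measured on Illumina bead chips, with 4 sham CTL, 4 sham DKO, 6 TAC CTL and 6 TAC DKO arrays, 1 per mouse. Groups were taken from the sample labels. Tissue was taken 4 weeks after surgery. The authors processed the arrays in GenomeStudio V2010.3. The table used here holds linear intensities for 45281 probes, from 28.69 to 30711.8 on the sham arrays and from 36.03 to 32485.8 on the TAC arrays. The background and normalization steps are not given in the sources used here. The equality of the sorted values within each set, at a tolerance of 0.2%, shows a quantile normalization of the 8 sham and of the 12 TAC arrays apart. Symbols were brought up to date through gene identifiers for 34807 probes, and the probes name 19057 distinct genes. Array positions were not used, because no genome build is named for the probes. The order of genes in GRCm38.p6 was used only to find neighbouring genes.

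The intensities were log2 transformed without an added constant and quantile normalized over the 20 arrays. A linear model with 1 mean per group was fitted to all probes with limma 3.58.1 in R 4.3.3, with 16 residual and 6.64 prior degrees of freedom, and tested for the genotype effect in sham and TAC hearts, the TAC effect in CTL and DKO hearts, and the interaction of genotype and surgery. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Probes were counted, and genes were counted by distinct symbol. Means and SD are those of the normalized linear intensities, and log2 fold changes are differences of log2 means. Permutation tests of single genes were exact and two-sided. The tests, the alternatives, the 22 gene lists and the rule for naming genes were set before the data were examined, except where the text says otherwise. The rule names the 15 probes with the largest rise and the 8 with the largest fall per comparison, among called probes with 1 gene whose arrays do not overlap between the groups, together with the genes named in the paper's text and the up to 4 called members of each list that passed. Genes labelled in Fig 6C and 6D had been seen in the figure. A planned ranking of the 3 pyrosequenced genes by their mean in TAC DKO hearts was not used, since intensities of different probes are not on a common scale.

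Gene lists were tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation, taking the probe with the highest mean for each gene and adjusting over 22 lists in 5 comparisons. A second test, fry, was run for changes of a list in 1 direction. Where no test is named, passing refers to camera. By fry 0 lists passed in sham hearts, 8 for TAC in CTL, 9 for TAC in DKO hearts and 1 for the interaction. After TAC 2 lists passed fry, the simple epithelial genes and the atrial markers (adjusted p = 0.00688 and 0.0184). The lists covered the hypertrophy and fetal program, extracellular matrix and fibrosis, fatty acid oxidation, mitochondrial electron transport, glycolysis, calcium handling and ion channels, the DNA methylation machinery, germline genes with methylated promoters, imprinted genes, developmental transcription factors, simple epithelial genes, skeletal muscle isoforms, interferon response, immediate early and circadian clock genes, red blood cell genes, and markers of cardiomyocytes, fibroblasts, endothelium, smooth muscle and pericytes, leukocytes and atria. In the genotype comparisons, the lists of glycolysis, extracellular matrix, cardiomyocyte, fibroblast, smooth muscle, leukocyte, immediate early and circadian clock genes held no called gene and did not pass. Their mean log2 fold changes in sham and TAC hearts were -0.02 and -0.07 for glycolysis, -0.01 and -0.04 for extracellular matrix, -0.01 and -0.08 for cardiomyocyte markers, -0.02 and -0.10 for fibroblast markers, -0.08 and 0.06 for smooth muscle markers, 0.08 and -0.05 for leukocyte markers, 0.01 and -0.01 for immediate early genes and -0.07 and -0.02 for circadian clock genes. In sham hearts the lists of simple epithelial genes (adjusted p = 0.606), germline genes (adjusted p = 0.63) and the DNA methylation machinery (adjusted p = 0.796) held no called gene (1, 1 and 0 higher when adjusted over the list alone). Altogether, 15 lists held no called gene after TAC, with 44 of 325 genes at an unadjusted p under 0.05 from limma.

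The analysis was tested on simulated data of the same size, with 50 probes changed at each fold. At folds of 1.75, 2, 3 and 4, the calls in the sham comparison recovered 72, 80, 96 and 100% of the changed probes with 1 false call, and the calls in the TAC comparison recovered 80, 90, 100 and 100% with 0 false calls. A simulated shift of 0.40 on the log2 scale in 30 genes passed camera (adjusted p = 1.59e-75), and 0 of 110 other tests passed. This does not carry over to the real lists, whose estimated correlation reached 0.429 (extracellular matrix). There, 18 of 35 splits of the sham arrays and 77 of 100 of the TAC arrays gave as many passing lists, the real grouping included. The number of arrays limits the precision, and a probe near the median intensity of 53 lies close to background, so that a fold against such a level is a lower bound. The CTL values of *Krt8* and *Aldh1l1* and the sham CTL values of *Fgf7*, *Angptl7* and *Comp* lie little above that level. Their folds may be too small as well. Other normalizations, an added constant of 16, a filter on dim probes, fits on 2 groups, other estimates of the spread, array weights, other fold definitions, averaged probes, a replicate block, and the omission of each array were tried. Added after seeing the data were a background correction with an offset of 50, the authors' values with a fit on only the compared groups, and the joint omission of 4 arrays, chosen because they showed markers of another tissue or an MHC expression pattern apart from their group (sham CTL replicates 2 and 4, TAC DKO replicates 2 and 3). Measurements by qPCR, echocardiography, histology and pyrosequencing were not analysed here.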

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

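The tests of MHC haplotypes, of atrial tissue and of the joint variation of *Mybphl*, *Atp2a1* and *Lrtm1* were chosen only after the result was seen. Some hearts carried signals in genes the paper does not discuss. Among the sham hearts, *H2-Ea*, an MHC class II gene, reached 1460 on sham CTL replicate 2 and lay between 46.9 and 54.9 on sham CTL replicate 4 and sham DKO replicates 1 and 4, a log2 range of 4.96. Of the 12 other genes that followed it over the 8 sham arrays (absolute correlation over 0.9), 9 (75%) lie within 100 measured genes of it in GRCm38.p6, against 17 of 708 (2.4%) among all genes that varied as much, a ratio of 31.2 (hypergeometric test, p = 4.43e-14). Single probes of *H2-D1*, *H2-K1* and others rose with *H2-Ea* and those of *H2-Q7* and others ran against it (5 and 4 genes), but probes of 1 gene differed, as another *H2-K1* probe was 61.2 on sham CTL replicate 2 and 790 on sham DKO replicate 1, and another *H2-D1* probe stayed between 1080 and 1840. A different number of leukocytes in the hearts is excluded as the whole source, since the mean of 24 leukocyte markers ranged over 0.301 on the log2 scale (*Ptprc* over 0.171 and *Cd74* over 0.902). A candidate explanation is that MHC haplotypes segregated among the sham mice, which stays a hypothesis because no genotypes were analysed here, and no gene called between the genotypes lies near *H2-Ea* (0 in sham and 0 in TAC hearts). On all 12 TAC arrays *H2-Ea* lay between 42 and 50, so the sham and TAC sets also differ at this locus, which bears on TAC effects in genes near it.

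*Mybphl*, an atrial and conduction system relative of myosin binding protein C, reached 1210 in a DKO heart, while no CTL array exceeded 78.3. Its log2 fold change was at least 2.86 in sham hearts (standard error 0.61, adjusted p = 0.0819 from limma, exact permutation p = 0.0286). After TAC it was at least 2.05 (standard error 0.50, adjusted p = 0.1 from limma, exact permutation p = 0.00433). Both are lower bounds, since the CTL values (58.1 to 62.9 in sham hearts and 51.3 to 78.3 after TAC) lie close to background. *Atp2a1*, the calcium pump of fast skeletal muscle, had a log2 fold change of at least 1.98 after TAC (standard error 0.59, adjusted p = 0.244 from limma, exact permutation p = 0.00216). It was higher in 6 of 6 DKO arrays, and its TAC CTL values (56.1 to 66.4) lie close to background too. In sham hearts *Atp2a1* had 1.70 (adjusted p = 0.856 from limma, exact permutation p = 0.229). There sham CTL replicate 2 read 1890, above every DKO array. The same array had 276 for the skeletal muscle gene *Myh4* and 331 for *Tnnt3*. Atrial tissue in the DKO samples stays open after TAC, where the atrial genes *Sln*, *Myl4* and *Myl7* had a mean log2 fold change of 0.941 (standard error 0.612), too wide to decide. In sham hearts this mean was 0.175 (standard error 0.088). Only 1 of the 3, *Myl4*, lies over the median probe there (134 to 166 in CTL and 191 to 243 in DKO hearts, exact permutation p = 0.0286). *Sln* was 43.8 to 56.4 on the sham DKO arrays (43.3 to 62.9 in CTL), with *Mybphl* at 147 to 1150. On TAC DKO replicate 2, with *Mybphl* at 1210, *Sln* was 409 and *Myl4* 1620. On TAC DKO replicate 3, with 532, they were 1150 and 4920. This argues against atrial tissue as the whole source of *Mybphl* in sham hearts, while *Myl4* leaves a share open. Over the 6 TAC DKO arrays, *Mybphl* correlated with *Atp2a1* at r = 0.888 and with *Lrtm1* at r = 0.884, but these genes were singled out because they vary together there, so the correlations restate the pattern and do not test it. Over the 4 sham DKO arrays r was 0.874 (exact permutation p = 0.208) and 0.935 (exact permutation p = 0.0833), too few arrays to decide, so whether 1 state of each heart sets all 3 genes stays open.

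*Nap1l5* differed between sham and TAC hearts in its genotype effect by -1.17 on the log2 scale, by the test of the interaction, but both folds are lower bounds against CTL means near background (52.2 and 49.1), so the size of this difference is not fixed. Its call was lost in 6 of 20 omissions of a single array. As many interaction calls came from 10 of 100 relabellings of genotype, the real one included, so chance cannot be excluded for it. Single arrays stood apart from the rest of their group in 25 of 248 groups tested, against 12.4 by chance at about 1 in 20 groups, and TAC CTL replicate 4 stood apart most often (5 times). Over the 5000 most variable probes, sham CTL replicate 4 stood apart, at -28.8 on the second principal component against -6.42 to 7.2 for the others. Without this array no list passed in sham hearts. On TAC CTL replicate 4, *Aldh1l1* was 104, *Alox5* 153, *Krt8* 88.5 and *3110040M04Rik* 635, above the other TAC CTL arrays, and *Lrtm1* was 1070, below them. *Slc9a3* (178), *Mybphl* (78.3) and the atrial genes *Myl4* (894), *Sln* (90.9) and *Myl7* (76.8) were highest there among the TAC CTL arrays too, whereas *Atp2a1* (56.1) was lowest. For *Aldh1l1*, *Alox5*, *Krt8*, *Slc9a3* and *Lrtm1* this control heart thus lay toward the DKO side. The cause was not tested. On TAC CTL replicate 6, *Nppa* was 8610 (the others lay between 24000 and 31800) and *Sfrp1* 202, below the others, while *Nap1l5* was 59.3 and *Ppp1r1b* 61.4, above them. Among TAC DKO hearts, *Lrmp* was 413 on replicate 1, *Nppa* 22400 on replicate 2, *Myl7* 168 on replicate 3 and *Arpp21* 140 on replicate 5. Among sham DKO hearts, *Dnmt3a* was 61.3, *Myh7* 69.2 and *Skap2* 602 on replicate 1, *Masp1* 457 and *Myl7* 50.7 on replicate 2, and *Neat1* 1460 and *Dnmt3b* 91.3 on replicate 4. Among sham CTL hearts, *Angptl7* was 79.1 and *Saraf* 2700 on replicate 1, *Lrtm1* 1600 on replicate 3, and *Stard10* 249 and *Dnmt3b* 119 on replicate 4.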

How the results depend on the processing

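The background correction with an offset of 50, the authors' values with only the compared groups fitted, and the joint omission of 4 arrays were chosen after seeing the data. Of 129 values of named genes, 100 kept their side of the threshold in all settings tried, 26 lost their call somewhere and 3 gained one somewhere. The sign changed somewhere for 18 values, of which 0 were called. The placement of the TAC arrays with their genotype was 100% in the settings where it was computed, namely the authors' values, the brighter probes, average linkage, a correlation distance and the omissions of arrays. Where a cause is not named, the cause was not tested. Median centring gave 186 probes higher and 3848 lower for TAC in CTL, and 204 and 4166 in DKO hearts, because it sets the medians of the sets equal without equalizing their distributions. Without a minimum fold change, TAC hearts had 115 and 28 probes between genotypes, of which 26.6% were shared with sham hearts and 105 called only after TAC (95.2% in the same direction), and the TAC effect had 5308 and 4636 in CTL and 6964 and 5729 in DKO hearts, by construction. With the probes of a gene averaged there are fewer features, and the counts were 22 and 1 in sham, 37 and 3 after TAC, 17 shared, 23 only after TAC, 393 and 773 for TAC in CTL and 532 and 1008 in DKO hearts. Without moderation the counts were 20 and 1 in sham, 2 lower after TAC, 14 shared and 0 for the interaction. With only the compared groups fitted, 4 probes were lower after TAC, 66% were shared and 18 called only after TAC. An intensity trend gave 2 interaction calls and a correlation of 0.816, and the brighter probes alone 0.825. Array weights gave 11 lower probes after TAC, with 95% of the probes called only after TAC in the same direction, and fold changes from arithmetic means gave 97.4%. The replicate numbers are not known to pair the arrays. CTL and DKO arrays of the same number had a mean correlation of 0.13 in sham hearts, against -0.041 for other numbers. After TAC it was 0.18 against -0.037. Between sham and TAC arrays it was -0.034 against 0.006 in CTL and 0.038 against -0.0072 in DKO hearts. A pairing within each surgery therefore stays open. As a block the replicate numbers gave 47 higher and 9 lower probes in sham hearts and called 39 of 46 matched genes of Fig 6C, against 34 in the main setting. The block also gave 2 interaction calls, 37 shared probes (52.9% of those called after TAC) and 93.9% in the same direction. The authors' values with only the compared groups fitted shared 69.2%, with 16 called only after TAC. Without sham CTL replicates 2 and 4 and TAC DKO replicates 2 and 3 together, chosen because they showed markers of another tissue or an MHC expression pattern apart from their group, sham hearts had 24 and 2 probes, 18 were shared and 0 interactions were called. With an estimated correlation, 0 lists passed in sham, 0 after TAC and 0 for TAC in CTL.

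Leaving out each array in turn gave 29 to 44 higher and 1 to 9 lower probes in sham hearts, 51 to 65 and 5 to 10 after TAC, 709 to 885 and 1435 to 1606 for TAC in CTL, 1020 to 1288 and 1834 to 2051 in DKO hearts, 19 to 37 shared probes (30.6 to 52.9%). It gave a correlation of 0.783 to 0.882, 29 to 47 probes called only after TAC with 92.3 to 100% in the same direction (lowest without sham CTL replicate 1), 0 to 2 interaction calls, and 2 to 3 of the 3 pyrosequenced genes in sham hearts. The lower probes in sham hearts numbered 2 without sham CTL replicate 3, 1 without sham DKO replicate 1 and 3 without sham DKO replicate 3. Interaction calls were 0 without sham CTL replicates 1 or 4, sham DKO replicates 3 or 4 or TAC CTL replicate 3, and 2 without TAC CTL replicate 4 or TAC DKO replicate 2. Passing lists in sham were 0 to 4 (0 without sham CTL replicate 4, 1 without sham DKO replicate 4), after TAC 2 to 8 (8 without TAC CTL replicate 2), and for TAC in CTL 6 to 8. Probes near the median intensity of 53 carry little signal over background.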

Differences from the paper's values

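The settings with the authors' values and only the compared groups fitted, with a background correction and with 4 arrays left out together were chosen only after the result was seen. The paper counts 37 genes higher in DKO hearts after TAC, and 58 probes were called here, naming 43 genes, at the paper's thresholds. Counted by distinct gene, the 43 are within 1.5 times the paper's count, but the 58 probes are not. Fig 6 labels *Usp18* and *Sort1* in both heatmaps, although 1 holds genes regulated in sham hearts and the other those regulated only after TAC. The 53 and 17 labels also match the paper's counts. This points to probes as the paper's unit, for which 58 is the like count, but the paper does not state its unit. The alternatives count probes. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's, the tolerance used here since the paper gives no error, with the authors' values unchanged (52), median centring (52), a constant of 16 (51), only the compared groups fitted (49), no moderation (40) and averaged probes (37, the paper's own count), and without TAC CTL replicates 2 (51), 3 (53), 5 (51) or 6 (54) or TAC DKO replicates 1 (53) or 3 (52). It did not with the brighter probes (59), an intensity trend (62), array weights (62), arithmetic means (60), no minimum fold change (115), a replicate block (60) or the omission of any other array. Averaged probes left 28 of 46 matched genes of Fig 6C and 13 of 16 of Fig 6D uncalled. No moderation left 30 and 7 uncalled, against 12 and 3 in the main setting. In sham hearts these 2 settings gave 22 and 20 higher, against 44 in the paper.

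The paper counts 43 genes in both directions after TAC, and 65 probes were called here, naming 48 genes. The 48 genes are within 1.5 times the paper's count, and the 65 probes are not. Counted by probe, within 1.5 times the paper's count were the authors' values (58), median centring (58), a constant of 16 (57), only the compared groups fitted (53), no moderation (42), averaged probes (40), the omission of any sham array but sham CTL replicate 4 (62 to 64), and those of TAC CTL replicates 2 (58), 3 (59), 5 (56) or 6 (59) and TAC DKO replicates 1 (58) or 3 (57). Farther off were the brighter probes (67), an intensity trend (70), array weights (73), arithmetic means (67), no minimum fold change (143), a replicate block (70) and the other omissions. The genes of Fig 6 left uncalled by averaged probes and by no moderation are given above.

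The paper counts 17 genes regulated only after TAC, and 37 probes were called only after TAC here. They name 26 genes without a probe called in sham hearts, still more than 1.5 times the paper's count. Counted by probe, within 1.5 times the paper's count were only the compared groups fitted (18) and averaged probes (23), and no omission of a single array. Averaged probes left 13 of 16 matched genes of Fig 6D uncalled, and the fit on the compared groups left 3. Farther off were the authors' values (26), median centring (26), a constant of 16 (33), the brighter probes (38), no moderation (28), an intensity trend (40), array weights (40), arithmetic means (39), no minimum fold change (105) and a replicate block (33). The authors' values with only the compared groups fitted gave 16, a setting chosen after seeing the values, which leaves 7 of 46 matched genes of Fig 6C and 3 of 16 of Fig 6D uncalled.

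The paper states that *Krt8* was higher in sham DKO hearts, as on the arrays. Its log2 fold change was positive here (0.59) but not called (adjusted p = 0.0713, range over all settings 0.00467 to 0.381). It was called with the authors' values unchanged (adjusted p = 0.00467), median centring, only the compared groups fitted (0.0315), array weights (0.0344), a replicate block (0.0285) and without TAC CTL replicate 4 (0.0115), and with the authors' values and only the compared groups fitted (0.0245), a setting chosen after seeing the values, which leaves 7 of 46 matched genes of Fig 6C uncalled.

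Of the 53 labels of Fig 6C, 46 were matched to a probe and 34 of these were called in sham hearts here, and of the 17 labels of Fig 6D, 16 were matched and 13 called after TAC. Besides *Krt8*, the uncalled ones in Fig 6C were *Pygl*, *Rps4l*, *Igsf23*, *Pigh*, *Slc40a1*, *Serpina3n*, *Acta2*, *Ret*, *Retnla*, *Camk2b* and *Igsf1*, and in Fig 6D *Ush1c*, *H2az2* and *Epdr1*. Fitting only the compared groups called *Pygl*, *Igsf23*, *Pigh*, *Serpina3n*, *Acta2*, *Igsf1* and *Ush1c*, and so did the same fit on the authors' values apart from *Ush1c*, a setting chosen after seeing the values, which leaves 7 of 46 matched genes of Fig 6C and 3 of 16 of Fig 6D uncalled. The authors' values and median centring each called *Igsf23* and *Ret*. The replicate block called *Igsf23*, *Pigh*, *Ret*, *Retnla*, *Igsf1* and *Epdr1*. The brighter probes and an intensity trend each called *Ret* and *Epdr1*, and array weights called *Epdr1*. Leaving out single arrays called *Igsf23* and *Pigh* (TAC DKO replicate 4), *Ret* (sham DKO replicate 2 or TAC CTL replicate 4), *Igsf1* (TAC DKO replicate 5) and *Epdr1* (sham CTL replicate 4, TAC CTL replicate 4 or TAC DKO replicates 2 or 6). Leaving out 4 arrays together, a setting chosen after seeing the values, called *Epdr1* and leaves 25 of 46 matched genes of Fig 6C uncalled. *Rps4l*, *Slc40a1* and *Camk2b* were called between genotypes in sham hearts in no setting tried, and neither was *H2az2* after TAC, whereas *Rps4l* was called after TAC here (log2 fold change 0.94, adjusted p = 0.0412 from limma).

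The paper states that the genes chosen for pyrosequencing had the highest additional increase after TAC. Its methods name the highest expression after TAC instead, which was not ranked here, so a difference in ranks may come from the criterion. Here *Slc9a3* had the largest change from sham to TAC in DKO hearts among the 25 probes called higher in both conditions (1.18), whereas *Slc17a7* (1.14) and *Gdnf* (0.74) came before *Aldh1l1* (rank 11, 0.34), and *Krt8* (1.01, rank 5 of the 58 probes called higher after TAC) was not among the 25. As in the paper, all 3 genes were higher in DKO hearts after TAC.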

Other observations

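The test of separate processing of the sham and TAC arrays was chosen only after the result was seen. After TAC, CTL hearts had 798 probes higher and 1541 lower than sham hearts, and DKO hearts had 1116 and 1934. By contrast, median centring gave 186 and 3848 in CTL hearts. Of 34 genes of extracellular matrix and fibrosis, 22 rose and 1 fell (22 and 1 when adjusted over the list alone, adjusted p = 8.44e-07 from camera, adjusted p = 0.644 with an estimated correlation), with *Comp*, a cartilage matrix protein, from 66.3 ± 1.64 (SD, n = 4) to 837 ± 569 (SD, n = 6), a log2 fold change of 3.20 (standard error 0.53). Others were *Mfap4* (2.04), *Timp1*, an inhibitor of matrix proteases (1.88), and the collagen crosslinker *Lox* (1.60). Of 22 genes of the hypertrophy and fetal program 11 rose (11 over the list alone, adjusted p = 0.00319, adjusted p = 0.644 with an estimated correlation), with *Acta1*, skeletal actin (2.26), the natriuretic peptide *Nppa* (at least 2.24) and *Fhl1* (1.18). Of 27 genes of fatty acid oxidation 10 fell (10 over the list alone, adjusted p = 3.25e-05, adjusted p = 0.644 with an estimated correlation), with *Pdk4* (-1.43), *Hadha* (-1.42), *Mlycd* (-1.21) and *Hadhb* (-1.18). Of 42 electron transport genes 8 fell (8 over the list alone, adjusted p = 3.11e-07, adjusted p = 0.421 with an estimated correlation), with *Ndufb9* (-2.20), *Cox7b* (-1.94) and *Sdhd* (-1.86). Of 24 immediate early genes 6 fell and 1 rose (6 and 1 over the list alone, adjusted p = 0.0156, adjusted p = 0.644 with an estimated correlation), with *Egr1* (-2.59), *Fos* (-2.05), *Ccn1* (-1.72) and *Dusp1* (-1.35). Of 7 red blood cell genes 5 rose (5 over the list alone, adjusted p = 0.0126, adjusted p = 0.644 with an estimated correlation), with *Alas2*, the first enzyme of heme synthesis in red cells (1.15), and *Hbb-bt* (0.96). Of 14 smooth muscle and pericyte markers 3 rose (3 over the list alone, adjusted p = 0.0445, adjusted p = 0.656 with an estimated correlation), with *Myh11* (1.32), a mean log2 fold change of 0.32 that was -0.03 under median centring. This list did not pass in 5 of 20 omissions of a single array (camera adjusted p up to 0.0971, without TAC CTL replicate 5). Median centring also gave 10 higher and 1 lower for extracellular matrix, 4 and 1 for hypertrophy, 16 lower for fatty acid oxidation, 18 lower for electron transport, 1 higher and 9 lower for immediate early genes, 4 higher for red blood cells and 3 and 3 for smooth muscle.

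Other called genes of the TAC effect in CTL hearts were *Ccn5* (2.68), *Angptl7* (2.41), *Serpina3n* (2.33) and *C4a* (2.07), all higher, and the mitochondrial *ND4L* (-3.47), *Neat1* (-2.78), the chaperone *Hspa8* (-2.45), *Saraf* (-2.42), *Fh1* (-2.41) and *Ndufa5* (-2.32), all lower, with limma adjusted p between 2.06e-10 and 8.55e-05. The sham and TAC sets also differ at the MHC gene *H2-Ea* (up to 1460 on sham arrays and 42 to 50 on TAC arrays). Whether that difference bears on the complement gene *C4a* was not tested. *Nppa* rose from 5430 ± 2690 to 24900 ± 8410 in CTL hearts (SD, n = 4 and n = 6), and its genotype effect was 1.18 in sham hearts (adjusted p = 0.482 from limma). After TAC its probe lies near the highest value of the arrays (31764.2). Its change with TAC is therefore a lower bound, read near the top of the scale, and its genotype effect after TAC is left out. The 3 probes of *Myh7* had log2 fold changes of 0.76, 0.98 and 1.04 with TAC in CTL hearts (adjusted p = 0.0104, 0.00219 and 0.0321 from limma), and the paper reports both genes by qPCR. The folds of the first 2 *Myh7* probes are lower bounds, since their sham CTL values lie close to background (44.1 to 56.5 and 49.6 to 61). The third probe lost its call in 10 of 35 other settings (limma adjusted p from 0.00943 to 0.179), and the first in 1 of 34. *Rps29*, the reference gene of the paper's qPCR, had group means between 16700 and 18700 in the 4 groups. The group means of the 3 probes of *Dnmt3a* lay between 40.7 and 50.6 and those of *Dnmt3b* between 46.3 and 112, and none was called between genotypes in whole ventricular tissue, with log2 fold changes from -0.15 to 0.12 in sham hearts. Whether these probes cover the deleted exons was not analysed here. The *Dnmt3a* probes and the *Dnmt3b* probe ILMN_3114377 (42.8 to 57.3) lie close to background, near the median intensity of 53. They could therefore not show a loss. For the interaction, 22 hypertrophy genes (mean -0.15, adjusted p = 0.0187) and 24 leukocyte markers (-0.12, adjusted p = 0.0426) had a lower genotype effect after TAC as lists, with no called member in either (1 lower and 0 over the list alone, 3 and 1 at an unadjusted p under 0.05 from limma). With an estimated correlation these became adjusted p = 0.656 and adjusted p = 0.728. By fry neither list passed (adjusted p = 0.553 and 0.602), whereas the simple epithelial genes did for the interaction (adjusted p = 0.0146).

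The sham and TAC arrays differed widely, and the first principal component held 72% of the variance and parted them. The separate normalization of these sets and the surgery cannot be told apart, because each set holds 1 surgery, so the TAC effects above may include differences of processing, while the genotype effects lie within a set.

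Chance as the source of the calls was tested with splits of the arrays into groups of the same size (35 in sham hearts, 100 elsewhere). The 35 include the real grouping, as do the numbers of splits and relabellings as large given below. No other split gave as many calls between genotypes in sham hearts (46 in the real one, highest other 11), after TAC (65, highest other 25), in both (28, highest other 0), and for TAC in CTL (2339, highest other 1356) and in DKO hearts (3050, highest other 2154), so chance can be excluded for these counts. It cannot be excluded for the 1 interaction call (highest other 4, 10 relabellings as large), nor for the number of passing lists in sham hearts (3, highest other 5, 18 splits as large), after TAC (3, highest other 7, 77 as large) and for TAC in CTL (7, highest other 8, 17 as large).

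Of the 63 genes called between genotypes in either condition, 0 lay within 100 measured genes of *Dnmt3a*, *Dnmt3b* or *Myl7* in GRCm38.p6, against 1.55 by chance, too few to tell whether a chromosomal segment was carried along with the alleles. CTL and DKO mice both carry the floxed *Dnmt3a* and *Dnmt3b* alleles, so the bound set beforehand could not have been missed at these loci, and the question stays open for the Cre allele. A second hypothesis, that called genes lie next to each other, stays open, as 6 called genes had another within 10 measured genes, against a median of 4 and a 95th percentile of 8 in 10000 random draws (permutation p = 0.308). These were the pairs of *Irx3* and *Irx5*, *Nt5dc2* and *Stab1*, and *Bdh1* and *Pigz*, chosen after their values were seen.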
